# Replicates, Read Numbers, and Other Important Experimental Design Considerations for Microbial RNA-seq Identified Using *Bacillus thuringiensis* Datasets

**DOI:** 10.3389/fmicb.2016.00794

**Published:** 2016-05-31

**Authors:** Punita Manga, Dawn M. Klingeman, Tse-Yuan S. Lu, Tonia L. Mehlhorn, Dale A. Pelletier, Loren J. Hauser, Charlotte M. Wilson, Steven D. Brown

**Keywords:** replicates, DESeq2, negative binomial, Illumina, normalization, coverage

## Abstract

RNA-seq is being used increasingly for gene expression studies and it is revolutionizing the fields of genomics and transcriptomics. However, the field of RNA-seq analysis is still evolving. Therefore, we specifically designed this study to contain large numbers of reads and four biological replicates per condition so we could alter these parameters and assess their impact on differential expression results. *Bacillus thuringiensis* strains ATCC10792 and CT43 were grown in two Luria broth medium lots on four dates and transcriptomics data were generated using one lane of sequence output from an Illumina HiSeq2000 instrument for each of the 32 samples, which were then analyzed using DESeq2. Genome coverages across samples ranged from 87 to 465X with medium lots and culture dates identified as major variation sources. Significantly differentially expressed genes (5% FDR, two-fold change) were detected for cultures grown using different medium lots and between different dates. The highly differentially expressed iron acquisition and metabolism genes, were a likely consequence of differing amounts of iron in the two media lots. Indeed, in this study RNA-seq was a tool for predictive biology since we hypothesized and confirmed the two LB medium lots had different iron contents (~two-fold difference). This study shows that the noise in data can be controlled and minimized with appropriate experimental design and by having the appropriate number of replicates and reads for the system being studied. We outline parameters for an efficient and cost effective microbial transcriptomics study.

## Introduction

Ever decreasing next-generation sequencing (NGS) costs, continued technical and analytical advances, along with diverse applications have made RNA-sequencing (RNA-seq) an ever increasing choice for transcriptome studies (Croucher and Thomson, 2010; Marguerat and Bahler, 2010; Williams et al., 2014). RNA-seq applications include differential gene expression studies, the detection of strand specific expression or transcript fusions, determination of alternative splicing isoforms, identification of specific SNP's and their locations, long and small RNAs, genome guided, and *de novo* transcript assemblies and start sites analyses (Martin and Wang, 2011; McGettigan, 2013; Mutz et al., 2013). It also enables detection of weakly expressed genes and does not have to be limited by previously sequenced genome knowledge (Marguerat and Bahler, 2010).

Various NGS platforms, assembly and statistical tools can be used to generate RNA-seq datasets, but the overall methodology across platforms is similar (Williams et al., 2014). While direct RNA sequencing is possible (Ozsolak et al., 2009), for the majority of expression studies RNA is isolated from cells and usually undergoes rRNA depletion or poly(A) enrichment. The transcript enriched material is then used as template material to generate complementary DNA (cDNA) libraries via a reverse transcription enzymatic reaction, which represents the transcripts within each sample. Library creation may include the addition of barcodes/adaptors so samples from multiple conditions can be pooled, run together, and then data attributed appropriately. In the case of indirect RNA-seq methods an amplification step is required. Sequence data in the form of raw reads are quality filtered/trimmed, most often aligned to a reference genome, then the number of reads mapped to individual genes in the reference genome are counted and then further used to estimate differential gene expression using a range of statistical methods (Auer and Doerge, 2010; Marguerat and Bahler, 2010; Oshlack et al., 2010).

While RNA-seq has a number of advantages over DNA microarrays, it is still a developing technology that faces a number of challenges (Wang et al., 2009; Ozsolak and Milos, 2011; Mutz et al., 2013; Peixoto et al., 2015). Variation, errors, and biases may be introduced in any of the multiple steps used to generate and analyze the datasets (Pinto et al., 2011). Technical and biological factors that contribute to variation, errors, and biases include experimental design, RNA extraction procedures, sample handling, differences in amount of starting RNA, library preparation steps such as PCR amplification, sample storage, GC content, and read number differences (Fang and Cui, 2011; Peixoto et al., 2015). A number of different of normalization methods have been developed for NGS data to remove unwanted variance (Robinson and Oshlack, 2010; Dillies et al., 2013). Normalization methods include examples such Total Count (TC), Upper Quartile (UQ), Reads Per Million base pairs (RPM), Reads Per Kilobase per Million base pairs (RPKM), Trimmed Mean of M-values (TMM), Kernel Density Mean of M-component (KDMM), and analysis packages like DESeq and edgeR have inbuilt normalization algorithms (Anders and Huber, 2010; Robinson and Oshlack, 2010; Anders et al., 2013; Dillies et al., 2013; Love et al., 2014). There is no clear consensus on which normalization is the best suited for RNA-seq data. Although, studies that have compared some of these methods to one another show that UQ, TMM, and DESeq normalization result in similar qualitative characteristics of the normalized dataset and differential expression analysis (Dillies et al., 2013; Soneson and Delorenzi, 2013). Recent studies have shown that RNA-seq data often fits well to a negative binomial distribution (Miller et al., 2011; Li and Tibshirani, 2013; Gierlinski et al., 2015; Mi et al., 2015) and this method is being more widely adopted. While a well-designed experiment and normalization are important, they may be insufficient if there is large unknown variance (Peixoto et al., 2015). A recent study analyzed RNA-seq data from 48 samples obtained from seven Illumina HiSeq 2000 lanes and concluded that “bad” replicates risk skewing data interpretation and that increasing biological replicates beyond the typical two or three is beneficial (Gierlinski et al., 2015).

Other important considerations for an RNA-seq study include the choice of quality trimming/filtering tools, mapping algorithm, statistical test, required number of reads, or genome coverage, number of biological replicates and cost (Pinto et al., 2011; Liu et al., 2014; Peixoto et al., 2015). NGS technologies generate large datasets that may be computationally challenging for smaller laboratories to store, retrieve, and analyze. Thus, there is a demand for bioinformatic tools that are proficient in data handling i.e., are fast and have reduced error rates, have a broad consensus and are easy to use (Wang et al., 2009; Auer and Doerge, 2010; Fonseca et al., 2012; Sims et al., 2014). Cost is an essential factor for most laboratories, which is directly related to the number of reads generated per sample and the number of replicates used. Thus, it is important to establish an acceptable trade-off between number of reads and replicates for an efficient, powerful, yet cost effective experiment (Liu et al., 2014).

The aim of the present study was to better understand the required number of reads and replicate numbers for statistically confident results in the context of a typical experimental laboratory. Transcriptomic profiles were generated for two closely related *Bacillus thuringiensis* strains (serovar berliner ATCC10792 and CT43) under similar experimental conditions and since the outcomes for each strain were similar to one another we mainly present ATCC10792 analyses and analyses for strain CT43 are shown as Supplementary Material. *B. thuringiensis* is a Gram-positive, spore and Cry toxin producing bacterium (Joung and Cote, 2001) that has been applied for biocontrol of different insects (Baxter et al., 2011; Bravo et al., 2011; Gassmann et al., 2014) and a number of genome sequences are available for study (He et al., 2011; Johnson et al., 2015). The ATCC 10792 genome (NCBI accession NZ_CM000753) is 6,260,142 bp, was recently reannotated with 6330 genes and 13 copies for the 5S, 16S, and 23S rRNA genes predicted. The data from this well-replicated study with 32 samples, each from one Illumina HiSeq 2000 lane, generated a large number of reads per sample, and significantly differentially expressed genes were detected using DESeq2 (Love et al., 2014). Differentially expressed (DE) genes were validated by Real Time quantitative RT-qPCR. This study provides insights into sample and read numbers required to derive biologically meaningful results and will be useful to others looking to develop or assess different bioinformatics and/or statistical approaches for RNA-seq studies.

## Materials and methods

### Organism growth and sampling

*Bacillus thuringiensis* serovar *berliner* strain ATCC 10792 and *Bacillus thuringiensis* serovar *chinensis* strain CT-43 were obtained from the *Bacillus* Genetic Stock Center (www.bgsc.org) and have Average Nucleotide Identity (ANI)-values of ≥99.63% in reciprocal genome analyses based on BLAST (ANib). Each strain was plated on Luria Bertani (LB) medium and cultured at 30°C. Single colonies were used to inoculate 5 mL LB starter cultures, which were grown at 30°C with shaking at 200 rpm (New Brunswick Scientific, Innova 4430) overnight. For RNA-seq experiments, 1 mL aliquots of overnight cultures were used to inoculate 500 mL baffled flasks containing 200 mL of LB medium. Cultures were grown for 3 h at 30°C with shaking at 200 rpm and harvested at approximately mid-log phase (OD_600_, ~0.42). To harvest cells for RNA extraction, 40 mL culture aliquots were collected by rapid centrifugation (Sorvall, Evolution RC) at 7649 × g at 4°C for 5 min. Cell pellets were frozen in liquid nitrogen for 10 min and then stored at −80°C. All cultures were grown and harvested under similar conditions. A total of 16 samples were collected per strain, with four biological replicates for each strain, collected on four different dates and using media from two different LB broth lots (lot #1091744 and 7220443) using water from two different buildings to generate 32 samples for RNA-seq analysis (Figure 1, A summary for all supplementary material is provided Data Sheet 1. Data Sheet 2 contains growth and RNA-seq analysis). Difco Lennox LB medium was used in this study (Becton, Dickinson and Company, Franklin Lakes, NJ, USA).

**Figure 1:**
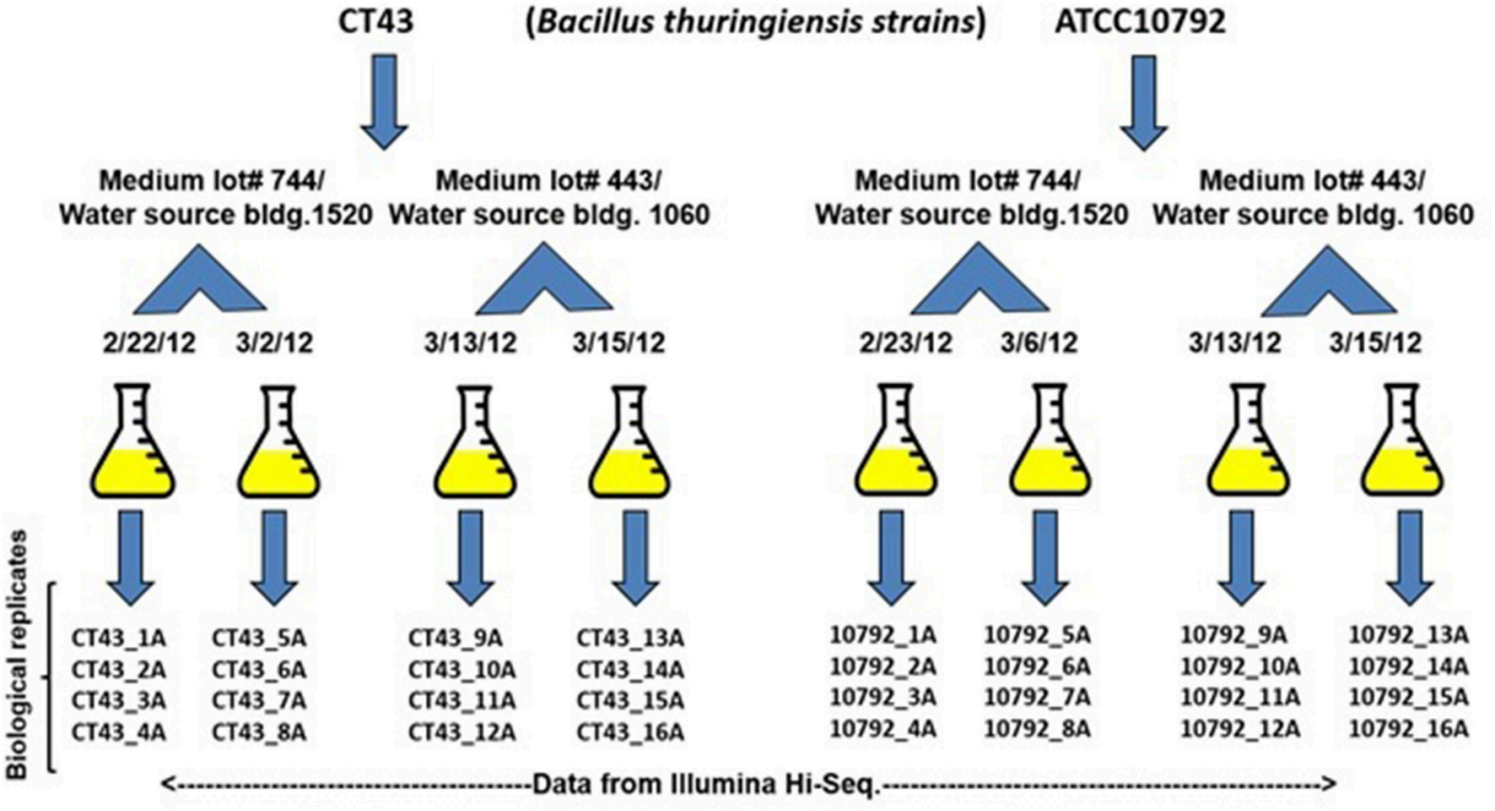
**Sampling and major sources of variation**. Strains CT43 and ATCC10792 grown in two medium lots #1091744 and 7220443 in water taken from building 1520 and 1610. Bacteria were cultured on four different dates and four biological replicates were grown to mid-log phase for each date, harvested and then RNA-seq data were generated using an Illumina Hiseq 2000 instrument.

### RNA extraction and cDNA library preparation

High quality RNA (Bioanalyzer RNA integrity numbers (RINs) >8.5) was isolated from strain CT43 and strain ATCC 10792 using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) combined with a bead beating step, essentially as described previously (Wilson et al., 2013). Briefly, cell pellets from each sample were resuspended in TRIzol reagent, then TRIzol/cell mixtures were added to tubes containing 800 mg of 0.1 mm glass beads (Biospec Products Inc., Bartlesville, OK, USA) and cells were lysed by bead beating on a Precellys 24 high-throughput tissue homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France) with the following settings; 3 × 20 s at 6500 rpm. Chloroform was added post-lysis, mixed by vortexing, and the mixture was centrifuged at 20,817 × g (Centrifuge 5417R, Eppendorf) for 15 min at 4°C. The aqueous phase was collected and mixed with ethanol and purified using the RNeasy Mini kit (Qiagen, Waltham, MA, USA) in accordance with the manufacturer's instructions and using the optional on column DNaseI treatment. The quantity and quality of RNA was assessed using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and Agilent Bioanalyzer (Agilent, Santa Clara, CA, USA). Ribosomal RNA was depleted from the samples using a Ribo-Zero rRNA removal kit for Gram-Positive bacteria (Epicentre, Madison, WI, USA) and cDNA libraries were prepared and barcoded using a ScriptSeq v2 RNA-seq Library preparation kit. The final libraries were quantified with a Qubit double stranded broad range assay kit and fluorometer (Invitrogen) and quality assessed using a Bioanalyzer (Agilent). Samples were diluted according to manufacturer's recommendations using the Illumina dilution calculator, and sequence data was generated via two runs using an Illumina HiSeq 2000 instrument with SR50 sequencing kits (50 bp single end reads) and using phiX control DNA (Illumina, Inc., San Diego, CA, USA), as previously described (Wilson et al., 2013).

### Data analysis

#### Mapping, clustering, and quality control

Raw reads were imported into the CLC Genomics Workbench 7.0.4 (CLCBio, a Qiagen company) and were filtered and trimmed based on quality assessments. Sequence reads < 20 nucleotides were discarded. A modified-Mott trimming algorithm, which incorporates quality scores on a Phred scale, was used for quality trimming in CLCBio with the quality trimming parameter set to 0.02. Trimmed and filtered reads were then aligned to their respective reference genomes, using the default “prokaryote genomes” and unique reads settings. Raw data variance was observed by Principle Component Analysis (PCA) and by cluster analysis using JMPGenomics 6.0 (SAS Institute, Cary, NC, USA).

#### Data access

The genomes used in this study have been described (He et al., 2011; Johnson et al., 2015) and are available from the NCBI GenBank database under accession numbers for NZ_CM000753 and NC_017208 for strains ATCC10792 and CT43, respectively. RNA-seq data have been deposited in NCBI Gene Expression Omnibus (GEO) database under accession number GSE71189 and raw sequence data deposited at the NCBI Sequence Read Archive (SRA) under accession number SRP041628.

### Differential gene expression analysis: DESeq2

Uniquely mapped reads were incorporated into a tabular format (Data Sheet 3) and analyzed using the DESeq2 differential expression analysis pipeline (Love et al., 2014). Differentially expressed (DE) genes were identified based on comparisons between medium lots and culture dates for each strain using a 5% False Discovery Rate (FDR) and a two-fold expression difference to detect significantly DE genes (Data Sheets 4–6).

### RT-qPCR validation of RNA-seq results

RNA-seq data for the differentially expressed genes was validated using real-time quantitative PCR (RT-qPCR) as previously described (Wilson et al., 2013). Six *B. thuringiensis* strain ATCC10792 genes that represented a range of differential expression values from RNA-seq data were chosen for validation. Primers used to validate medium and the date effects are listed in Data Sheet 7.

### Determination of iron content in media and water

Iron content for the LB medium and for the water sources from the two different building sources were quantified by elemental analysis using a Perkin Elmer ELAN 6100 Inductively Coupled Plasma-Mass Spectrometer (ICP-MS), as previously described (Zhang et al., 2010). Water source and media lot pH were measured using colorpHast pH-indicator strips (EMD Millipore, Billerica, MA, USA).

### Alteration of sequence read and biological replicate numbers

To observe the effect of using fewer biological replicates and lower sequence read numbers on differential gene expression detection, data available from all biological replicates per strain within each condition (i.e., same medium lot and date of culture) were grouped in sets with replicates for another condition (Figure 1). The number of biological replicates varied from two to four and the number of differentially expressed genes were determined using DESeq2 (Data Sheet 8). For example, a set of two replicates 1A/2A were grouped with 9A/10A for differential expression estimation. When analyzing the effect that the total number of reads per sample had on the number of differentially expressed genes, the original number of reads obtained for each sample with genome coverage ranges from 87 to 465x was considered as 100% reads (Supplementary File 1. Subsets with randomly reduced reads of 75, 50, 25, 10, and 5% of the original number of reads were generated using the “sample reads” option in the genome finishing module of CLC Genomics Workbench 7.0.4 (CLCBio). Each subset was remapped with the respective reference genome prior to performing differential gene expression analysis via DESeq2 (Data Sheet 9).

## Results

### RNA-seq experiments

Samples were harvested for all cultures during mid-exponential growth. The average culture turbidity, as measured by optical density at OD_600*nm*_, was 0.422 ± 0.04 (range 0.384–0.504) for strain ATCC10792 and 0.415 ± 0.05 for CT43 at the time of sample collection (Table 1 and Supplementary File 1). 

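In the per-culture values of the supplement, ATCC10792 cultures had an OD600 of 0.422 ± 0.0404 (SD, n = 16) and CT43 cultures 0.415 ± 0.0478 (SD, n = 16). The date means of ATCC10792 were 0.395 on 2/23/12 and 0.419 on 3/6/12 in lot 744 (#1091744), and 0.390 on 3/13/12 and 0.482 on 3/15/12 in lot 443 (#7220443). On 3/15/12 each of the 4 ATCC10792 cultures was denser than each of the 4 cultures of 3/13/12 (exact permutation test, 2-sided, p = 0.0286, the smallest that 4 against 4 allow). CT43 cultures of 3/15/12 were likewise all denser than those of 3/13/12, at 0.441 ± 0.0246 against 0.394 ± 0.0115 (SD, n = 4; exact permutation test, p = 0.0286). Adjusted over the 12 comparisons of culture density and read share, both p-values were 0.0857. The dates of lot 744 gave 0.0857 unadjusted for ATCC10792 and 0.543 for CT43, and the lots 0.166 and 0.860 (exact permutation tests of 4 against 4 and 8 against 8 cultures, each culture taken as independent of its date).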

For each sample 15–30 M raw reads were generated and the resulting genome coverages were between 87 and 465X post-quality filtering and trimming. Post-trimming and mapping results for strain ATCC10792 is provided in Table 1 and similar results were obtained for strain CT43 (Supplementary File 1). 

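The 32 libraries came from 4 biological replicate cultures per date, 2 dates per medium lot and 2 lots per strain. For each strain the dates are nested in the lots, and the water building changed together with the lot. The paper's supplement lists each library's lot, date, OD600, trimmed reads and uniquely mapped reads, and the number of reads per gene. Counts per library are held here for the first 1999 of 6349 ATCC10792 genes and the first 1999 of 5578 CT43 genes, and no set or enrichment test was run on these partial tables. ATCC10792 libraries had 11787714 to 57636652 trimmed reads, of which 6154691 to 41466848 mapped uniquely to genes and 2931275 to 20215683 fell in the genes with counts here. CT43 libraries had 12875156 to 54445876 trimmed reads. Normalized counts below are these counts divided by size factors from the median of ratios.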

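In ATCC10792 the 5S, 16S and 23S rRNA genes, the transcripts that the Ribo-Zero kit removes, took a small part of the counted reads. Only uniquely mapped reads were counted, and the paper reports several copies of these genes. Reads that match several copies are therefore missing from the shares below, which do not measure all rRNA left in a library. The 4 rRNA genes in the authors' deposited table of the lot comparison held 0.149% of the summed mean normalized counts. The 2 rRNA genes that have counts per library took 0.0761% ± 0.0627 (SD, n = 16) of the uniquely mapped gene reads. By date this share was 0.0361% on 2/23/12, 0.0429% on 3/6/12, 0.137% on 3/13/12 and 0.0882% on 3/15/12. The 8 libraries of lot 744 had 0.0395% ± 0.0282 and the 8 of lot 443 0.113% ± 0.0675 (SD). No p is given for the lots, since their 4 dates form 3 arrangements, too few for a p under 0.05. Within 3/13/12 replicate 11A had 0.261% and its 3 replicates 0.0894% to 0.102%. The libraries of CT43 could not be read this way, because the CT43 tables carry no product names.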

The ribosomal RNA depletion strategy worked well and similarly for both strains as indicated by an analysis showing that on average for both strains only 0.07% of trimmed, mapped reads aligned to the 5S, 16S, and 23S rRNA genes (S.D. ± 0.05 and 0.06 for ATCC 10792 and CT43, respectively). 

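In ATCC10792, libraries of lot 744 and lot 443 separated along the first principal component of log2 normalized counts, which held 38.1% of the variance; 91.6% of its spread lay between lots. The second component held 20.3%, and 88.9% of its spread lay between the 4 dates. In CT43 the first component held 48.9% (95.3% between lots) and the second 13.6% (83.1% between dates). For the median ATCC10792 gene, lot took 20.9% of the sum of squares, date within lot 22.8% and replicate cultures within a date 41.9% (1725 genes). For the median CT43 gene the shares were 33.8%, 13.6% and 43.2%. The mean square of lot exceeded that of date in 59.0% of the ATCC10792 genes and 74.0% of the CT43 genes. These shares cover the genes with counts here and carry no test.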

For both strains, medium lot and culture date were identified as important variance sources during Principal Component Analysis (PCA) and cluster analysis of raw data (Figure 2). Variation across biological replicates was low with the linear (Pearson) correlation values within like replicates for both ATCC10792 and CT43 ranging from between 0.95 and 0.99 (Data Sheet 7).

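Among the 24 pairs of ATCC10792 replicates of one date, Pearson r across genes on log2 counts ran from 0.962 to 0.988, with a median of 0.979. The lowest pair was 15A and 16A of 3/15/12. Among the 24 CT43 pairs, r ran from 0.968 to 0.988, with a median of 0.979. Between lots the median r was 0.950 in ATCC10792 and 0.946 in CT43. Genes with a count of 0 in either library of a pair were left out, as in the supplement, and genes are not independent replicates.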

**Table 1:** **Summary of trimmed and mapped reads for strain ATCC10792**.

**ATCC10792 (Ref. genome size = 6260142)**	**Sample OD_600_**	**Total no. of reads (trimmed)**	^*^Genome coverage	**Total mapped reads to CDSs**	**Unique reads to CDSs**
1A	0.394	26,986,606	202x	19,762,858	19,708,701
2A	0.398	11,787,714	87x	7,579,068	7,534,508
3A	0.384	27,315,600	203x	19,174,331	19,098,676
4A	0.404	53,643,496	400x	37,447,561	37,326,511
5A	0.398	51,109,286	380x	37,229,691	37,112,202
6A	0.420	57,636,652	430x	41,566,889	41,466,848
7A	0.406	49,915,906	370x	34,855,294	34,747,534
8A	0.452	52,689,519	392x	37,104,818	36,999,659
9A	0.384	20,291,318	160x	9,640,962	9,590,311
10A	0.386	13,356,476	105x	6,185,482	6,154,691
11A	0.398	22,487,034	177x	9,762,915	9,698,237
12A	0.392	25,052,676	197x	10,408,386	10,361,349
13A	0.482	21,857,603	172x	9,475,191	9,444,912
14A	0.476	27,286,565	215x	10,871,957	10,828,524
15A	0.504	26,104,043	206x	9,558,505	9,484,938
16A	0.468	30,818,722	243x	21,037,052	20,987,988

* *See Data Sheet 2 for calculation details*.

**Figure 2:**
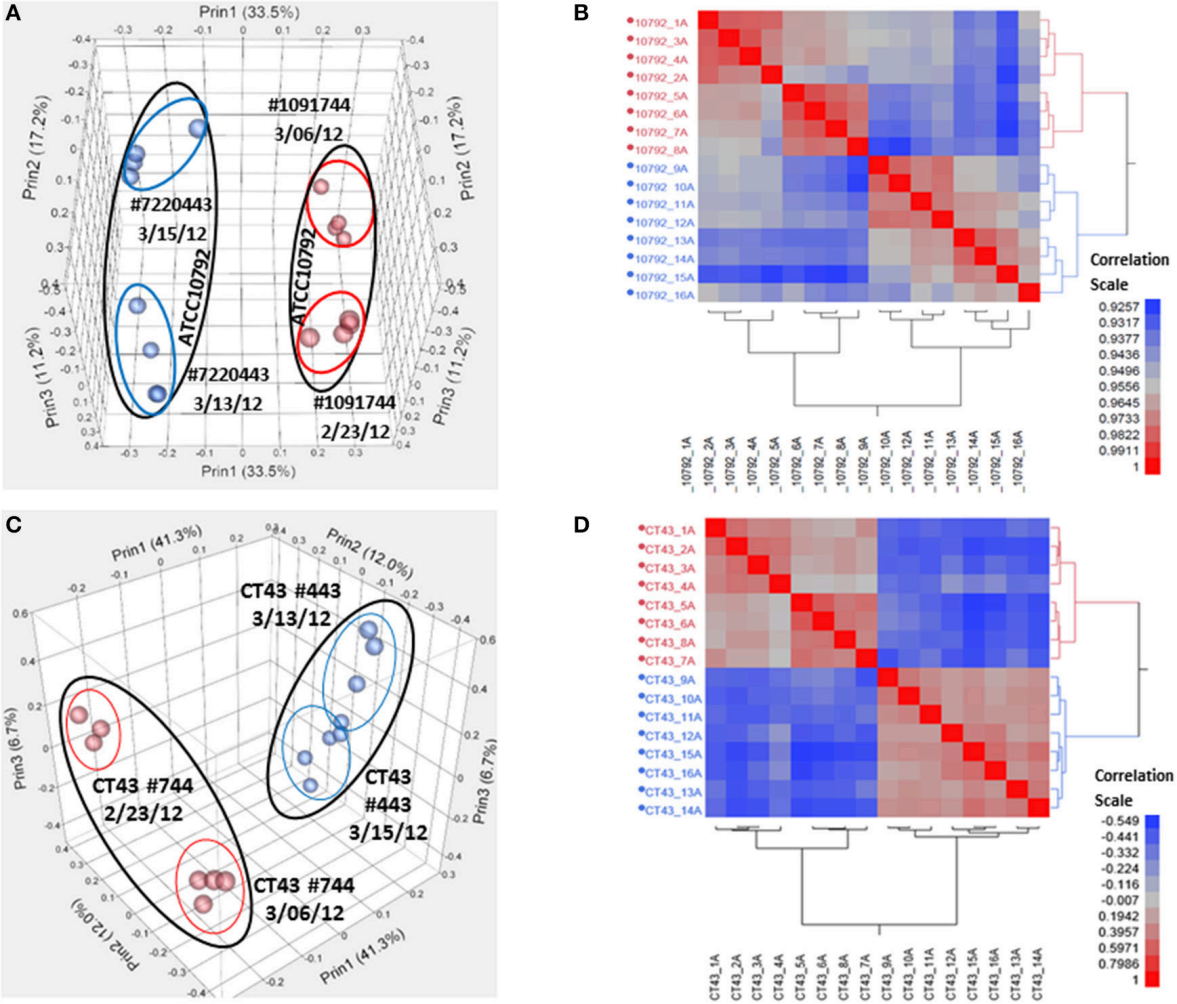
**Variation analysis of raw read count data for strain ATCC10792 and strain CT43. (A)** Principal Component Analysis (PCA) for ATCC10792 using a Pearson correlation coefficient and colored by media, **(B)** Hierarchical cluster analysis of the same data for strain ATCC10792, **(C)** PCA for CT43 and **(D)** CT43 cluster analysis.

### Differential gene expression analysis using DESeq2: medium lot and date effect

As variation based on medium lots and culture dates was detected, differential expression analysis was conducted to examine the effect of different media, and culture dates on transcriptomic profiles. 

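The deposited tables hold the authors' DESeq2 results for 6 comparisons, 3 per strain: the 2 lots, the 2 dates of lot 744 and the 2 dates of lot 443. Each gives a gene's mean normalized count, log2 fold change, standard error and adjusted p; the ATCC10792 tables cover 6349 genes and the CT43 tables 5578. Genes were called at an adjusted p under 0.05 and at least a 2-fold change, the paper's thresholds, and log2 fold changes are lot 744 over lot 443 or the earlier over the later date. The same thresholds were applied to a fit of limma with voom weights to the counts per library, for genes with a mean normalized count of at least 10. The authors' calls set beside it are counted over all 1999 genes with counts, including genes that limma did not test. Between the ATCC10792 lots this fit called 240 of 1725 genes tested and the authors' deposited table 243, with 220 called in both, all in the same direction. In the dates of lot 744 the numbers were 101, 98 and 92 (limma, the authors' deposited table, both), with 1794 genes tested by limma. In those of lot 443 they were 138, 136 and 122, with 1595 tested. For the CT43 lots they were 336, 387 and 309, with 1605 tested. Groups of genes were taken from 25 lists and tested on the deposited statistics with camera in limma, adjusted over the 25 lists. The lists were set by product name before the data were examined, except the Table 2 iron genes, which the study chose on the same cultures. The p-values of limma fits to single libraries measure the spread between replicate cultures where a single date is set against another. Between all libraries of the lots they also take in the spread between the 2 dates of a lot, with each library taken as independent.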

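Between the medium lots, the authors' deposited table of ATCC10792 called 301 genes higher and 434 lower in lot 744, and that of CT43 644 higher and 441 lower. In ATCC10792 the hypothetical protein BTHUR0008_RS06450 rose most, at 4.81, followed by 2 flavodoxins, small electron carriers that can stand in for ferredoxin: BTHUR0008_RS15990 at 4.53 and BTHUR0008_RS06455 at 4.44 on the log2 scale in the authors' deposited table. BTHUR0008_RS06455 had 957 ± 710.3 normalized counts in lot 744 and 33.2 ± 18.7 in lot 443 (SD, n = 8), a log2 fold change of 4.86 (standard error 0.43, adjusted p = 1.70e-07 from limma). Of 3 neighbouring potassium transport genes lower in lot 744, which none of the 25 lists covers, subunit A of the potassium-transporting ATPase, BTHUR0008_RS03645, had 74.3 ± 8.75 and 801 ± 449 normalized counts (SD, n = 8), a log2 fold change of -3.24 (standard error 0.29, adjusted p = 2.25e-07 from limma). Subunit B, BTHUR0008_RS03650, had a log2 fold change of -2.49 (standard error 0.27, adjusted p = 1.02e-06 from limma), and the potassium transporter KtrA, BTHUR0008_RS03655, had -2.89 (adjusted p = 5.68e-07). With date means as the replicates the 3 had adjusted p of 0.0475, 0.0754 and 0.0594 from limma. Of 38 genes of sulfur and methionine assimilation 9 were lower and 3 higher in lot 744 (the same when adjusted over the list alone), among them the cystine transporter BTHUR0008_RS20250 at -2.43 in the authors' deposited table. As a group they did not pass (camera adjusted p = 0.181). Of 58 flagella and chemotaxis genes 3 were higher and 1 lower, and of 59 ribosomal protein genes 2 and 2. With the 2 dates of each lot as the replicates, limma called 25 ATCC10792 genes in place of 240, and with date as a random block 156. In CT43 it called 336 (160 higher and 176 lower); scaled to the study's read totals, which moved the median gene by 0.63 on the log2 scale, it called 562 (515 and 47), or 435 (370 and 65) without 15A, a fit chosen after seeing the data. With date means it called 159.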

When all replicates per strain and 100% reads were applied to the analysis, 735 and 1086 genes (5% False Discovery Rate (FDR) and two-fold change) were observed to be differentially expressed between medium lots (#1091744 vs. #7220443) for strains ATCC10792 and CT43, respectively. A complete list of altered gene expression based on medium lot difference is provided in Supplementary File 3 for ATCC10792 and CT43. In response to the different medium lots, genes related to iron acquisition and metabolism were consistently differentially expressed for both strains. 

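Many iron acquisition genes, which make, export and take up the siderophores that bind ferric iron, were higher in lot 744 in ATCC10792. Of 60 such genes in the authors' deposited table, 34 were higher and 1 lower, with the same counts when adjusted over the list alone and a median log2 fold change of 1.30 (camera adjusted p = 1.01e-38). Of the 60, 29 are also in Table 2, whose genes the study chose on the same cultures for passing these thresholds. Neither the counts nor this p are therefore independent evidence, and 25 of the 60 did not pass. The substrate-binding protein of an iron-hydroxamate transporter, BTHUR0008_RS20860, had a log2 fold change of 4.02 (standard error 0.25, adjusted p = 1.01e-53) in the authors' deposited table. The heme-degrading monooxygenase IsdG, BTHUR0008_RS21745, which frees iron from heme, stood at 2.42 and the siderophore esterase IroE, BTHUR0008_RS17465, at 2.48 in the authors' deposited table. Of 26 genes of iron storage and iron-sulfur proteins, 2 were higher and 5 lower (camera adjusted p = 0.863). In CT43, entE, which activates 2,3-dihydroxybenzoate for siderophore assembly, had a log2 fold change of 3.01 (standard error 0.24, adjusted p = 4.83e-34) in the authors' deposited table. CT43 tables give 99 gene symbols and no product names, so no CT43 list was tested, and the paper's own sheet of CT43 iron genes was not analysed here; 6 genes with a symbol were higher and 13 lower in lot 744. The 13 include the succinate dehydrogenase genes sdhB at -1.81 and sdhA at -1.01 in the authors' deposited table. These CT43 genes were chosen after their values were seen.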

A summary of iron related genes that passed both 5% FDR and two-fold expression difference significance thresholds is shown (Table 2, ATCC10792; Data Sheet 4 for CT43). 

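Of the 36 ATCC10792 genes in Table 2, 32 were higher and 4 lower in lot 744, with a median log2 fold change of 2.33 (camera adjusted p = 9.01e-63); the count was the same when adjusted over the list alone. The study chose these genes on the same cultures, so their direction is not independent evidence. Counts per library are held for 9 of the 36, and limma called all 9. Among these 9, 4 neighbouring genes rose most, 3 of iron transporters and 1 of a ferredoxin-NADP reductase; in the authors' deposited table the largest rise of the 36 was 4.02, of BTHUR0008_RS20860. The substrate-binding protein BTHUR0008_RS01680 had 8541 ± 2811 normalized counts in lot 744 and 1059.8 ± 148 in lot 443 (SD, n = 8), a log2 fold change of 2.97 (standard error 0.19, adjusted p = 2.94e-09 from limma). The permease BTHUR0008_RS01670 had 2674 ± 709.9 and 396 ± 132 (SD, n = 8), a log2 fold change of 2.80 (standard error 0.22, adjusted p = 5.32e-08 from limma). The iron siderophore-binding protein BTHUR0008_RS02835 had 5168 ± 717 and 2193 ± 338 (SD, n = 8), a log2 fold change of 1.25 (standard error 0.12, adjusted p = 4.70e-07 from limma). The FeoA gene BTHUR0008_RS23110, which has no counts here, is also among the Table 2 genes higher in lot 744. Another gene of ferrous iron transporter FeoA, BTHUR0008_RS03465, went the other way, with 959 ± 607 and 2419 ± 1121 (SD, n = 8), a log2 fold change of -1.39 (standard error 0.34, adjusted p = 0.00337 from limma). It lost its call without the libraries of 2/23/12 (-0.82) or of 3/15/12 (-0.81), and within 3/6/12 replicate 8A had 2348 against 959.6 to 1043. Ferredoxin BTHUR0008_RS06975 had a log2 fold change of -1.12 (standard error 0.22, adjusted p = 5.72e-04 from limma); without 3/13/12 it fell by 0.99 and with date as a random block its adjusted p was 0.0573. With date means as the replicates 4 of the 9 had an adjusted p under 0.05 from limma, and with date as a random block 8.

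**Figure D1:**
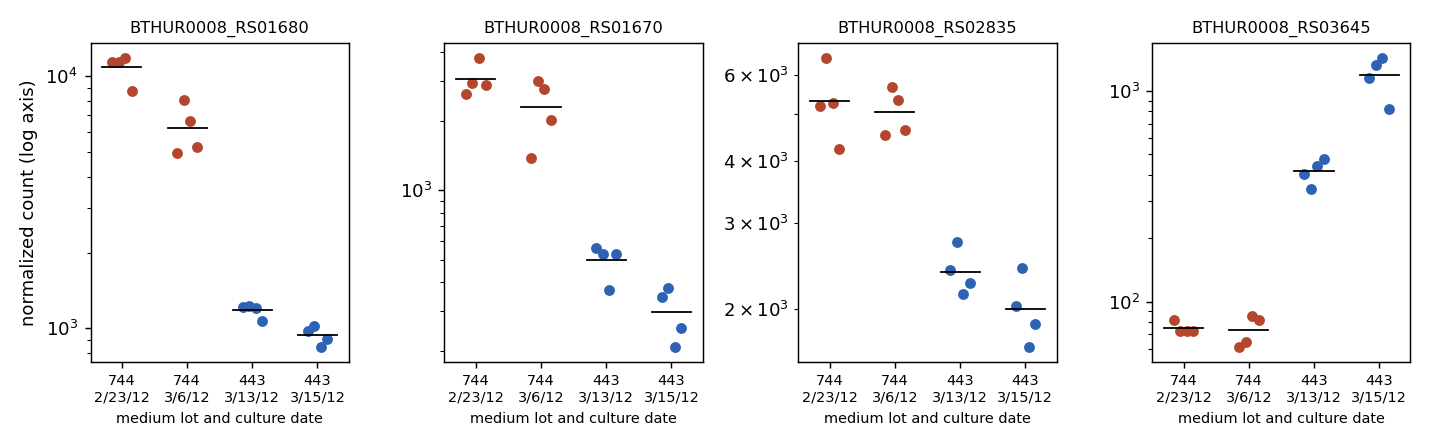
Normalized counts on a log axis (y, a separate scale per gene) by medium lot and culture date (x) for 3 iron transport genes and BTHUR0008_RS03645. Each point is a culture (4 per date, lot 744 in red and lot 443 in blue) and each line the mean of a date. The iron transport genes stand higher in lot 744 on both dates, and BTHUR0008_RS03645 rises from 416 on 3/13/12 to 1187 on 3/15/12 within lot 443.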

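Beside the uptake genes, ferritin BTHUR0008_RS23575, which stores iron, was lower in lot 744 at -1.58 on the log2 scale (adjusted p = 4.53e-14) in the authors' deposited table. In the same authors' deposited table the iron-sulfur enzyme aconitase, BTHUR0008_RS16885, stood at -1.15 and an Fe-S oxidoreductase, BTHUR0008_RS10095, at -1.43. As a group the 26 genes of iron storage and iron-sulfur proteins did not pass, with 2 higher, 5 lower and a median of -0.081 (camera adjusted p = 0.863). Of 16 genes of heme biosynthesis 4 were higher and none lower in lot 744, 4 also when adjusted over the list alone (camera adjusted p = 0.0191, median log2 fold change 0.44; adjusted p = 0.0976 with an estimated correlation). They include protoheme IX farnesyltransferase, BTHUR0008_RS18780, at 1.22 and porphobilinogen deaminase, BTHUR0008_RS21325, at 1.13 in the authors' deposited table. Of 59 respiratory chain genes 8 were higher and 2 lower (9 and 3 adjusted over the list alone), and of 19 TCA cycle genes 2 were higher and 3 lower; neither group passed (camera adjusted p = 0.181 and 0.183). Other metal transport genes, 25 in number, had 2 higher and 0 lower. From its differential expression results the paper hypothesizes that iron had become limiting in lot 744 (#1091744).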

Based on the differential expression results, it was hypothesized that iron had become limiting for cultures grown in medium from lot 1091744 compared to cells grown in medium prepared from the other lot. An elemental analysis of sterile media prepared from different lots revealed that higher amounts of total iron were indeed present in medium lot #7220443 compared to medium lot #1091744 (Table 3). Both media were prepared at pH ~ 7.0.

**Table 2:** **Genes related to iron acquisition and metabolism differentially expressed in strain ATCC10792 grown in medium lot #1091744 over #7220443**.

**Differentially expressed Iron genes (medium lot #744 vs. #443)**			
**Locus_tag**	**Product**	**log2 fold change**	**Padj (FDR** = **5%)**
BTHUR0008_RS01670	Iron ABC transporter permease	2.67	<0.001
BTHUR0008_RS01675	Ferrichrome ABC transporter permease	2.70	<0.001
BTHUR0008_RS01680	ABC transporter substrate-binding protein	2.94	<0.001
BTHUR0008_RS01685	Ferredoxin–NADP reductase	2.56	<0.001
BTHUR0008_RS02820	Iron-enterobactin transporter ATP-binding protein	1.30	<0.001
BTHUR0008_RS02825	Iron ABC transporter permease	1.45	<0.001
BTHUR0008_RS02835	Iron siderophore-binding protein	1.23	<0.001
BTHUR0008_RS03465	Iron transporter FeoA	−1.23	<0.001
BTHUR0008_RS06975	Ferredoxin	−1.04	<0.001
BTHUR0008_RS10095	Fe-S oxidoreductase	−1.43	<0.001
BTHUR0008_RS10345	Iron(III) dicitrate-binding protein	1.96	<0.001
BTHUR0008_RS15775	Ferrichrome ABC transporter permease	2.50	<0.001
BTHUR0008_RS15780	Iron ABC transporter permease	2.34	<0.001
BTHUR0008_RS15785	Iron-hydroxamate ABC transporter substrate-binding protein	2.51	<0.001
BTHUR0008_RS17445	Iron-uptake system-binding protein	3.45	<0.001
BTHUR0008_RS17450	Ferrichrome ABC transporter permease	2.88	<0.001
BTHUR0008_RS17455	Iron ABC transporter permease	3.72	<0.001
BTHUR0008_RS17460	ABC transporter ATP-binding protein	3.40	<0.001
BTHUR0008_RS17465	IroE protein	2.50	<0.001
BTHUR0008_RS20850	Iron ABC transporter ATP-binding protein	3.70	<0.001
BTHUR0008_RS20855	Iron ABC transporter permease	3.24	<0.001
BTHUR0008_RS20860	Iron-hydroxamate ABC transporter substrate-binding protein	4.02	<0.001
BTHUR0008_RS21120	Ferrichrome ABC transporter substrate-binding protein	2.70	<0.001
BTHUR0008_RS21675	Ferrichrome ABC transporter substrate-binding protein	1.60	<0.001
BTHUR0008_RS21745	Heme-degrading monooxygenase IsdG	2.41	<0.001
BTHUR0008_RS21760	ABC transporter permease	1.40	<0.001
BTHUR0008_RS21765	Heme ABC transporter substrate-binding protein	2.31	<0.001
BTHUR0008_RS23110	Iron transporter FeoA	1.13	<0.001
BTHUR0008_RS23575	Ferritin	−1.60	<0.001
BTHUR0008_RS25020	Iron ABC transporter substrate-binding protein	2.17	<0.001
BTHUR0008_RS25025	Iron ABC transporter permease	1.70	<0.001
BTHUR0008_RS25030	Iron ABC transporter permease	1.31	<0.001
BTHUR0008_RS25035	Iron ABC transporter ATP-binding protein	1.10	<0.001
BTHUR0008_RS25920	Ferrichrome ABC transporter permease	1.74	<0.001
BTHUR0008_RS25930	Iron-dicitrate ABC transporter ATP-binding protein	1.30	<0.001
BTHUR0008_RS25935	Ferrichrome ABC transporter substrate-binding protein	2.72	<0.001

**Table 3:** **Elemental analysis of the two media lots and water sources**.

**Media sample**	**Total Fe (ppm)**	**Fe^2+^ (ppm)**
Lot #1091744 1520	0.15 ± 0.01	0.02 ± 0.02
Lot #7220443 1060	0.30 ± 0.01	0.07 ± 0.02
**WATER SOURCE (BUILDING)**		
1520	0.01 ± 0.01	
1060	0.01 ± 0.00	

When analyzing the data based on different culture dates within a particular medium lot (the date effect) for ATCC10792, 403 genes were identified as differentially expressed for cultures in medium lot #1091744 when culture from the date 2/23/12 was compared with 3/6/12. Similarly, for cultures grown in medium lot #7220443 when comparing cultures from dates 3/13/12 and 3/15/12, 458 genes were identified as differentially expressed in ATCC10792 (Supplementary File 4). 

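In lot 744, genes for purine synthesis were lower as a group in ATCC10792 on 2/23/12 than on 3/6/12. Of 17 purine biosynthesis genes 8 were lower and none higher, 8 also when adjusted over the list alone (median log2 fold change -0.78, camera adjusted p = 4.44e-12). The xanthine permease BTHUR0008_RS07390 had 140.4 ± 36.8 normalized counts on 2/23/12 and 3748 ± 1057 on 3/6/12 (SD, n = 4), a log2 fold change of -4.76 (standard error 0.24, adjusted p = 7.62e-08 from limma). The purine enzyme BTHUR0008_RS01390, phosphoribosylformylglycinamidine synthase, had a log2 fold change of -2.87 (standard error 0.20, adjusted p = 1.21e-06 from limma). Of 31 toxins and secreted virulence factors 9 were lower and 1 higher, with the same counts adjusted over the list alone (median -0.36, camera adjusted p = 6.93e-07). Enterotoxin BTHUR0008_RS08635 had 3363 ± 119 and 12105 ± 1116 normalized counts (SD, n = 4), and collagenase BTHUR0008_RS02790 had a log2 fold change of -2.47 (standard error 0.16, adjusted p = 7.39e-07 from limma). Of 50 genes of nitrate respiration and fermentation 11 were lower and none higher, 12 adjusted over the list alone (camera adjusted p = 8.1e-05; adjusted p = 0.499 with an estimated correlation). The camera calls of the purine and toxin lists hold with an estimated correlation, at 0.00793 each. Among the rises were the conjugation transfer protein BTHUR0008_RS28235 at 8.89 and the integrase BTHUR0008_RS30635 at 6.90 in the authors' deposited table, enzymes of mobile DNA. They lie in 2 runs of neighbouring genes, 40 of whose 43 genes were among the 403 called by the authors' deposited table; without the runs it called 363 (128 higher and 235 lower), a count chosen after seeing the data. None of these 43 genes has counts per library here.

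**Figure D2:**
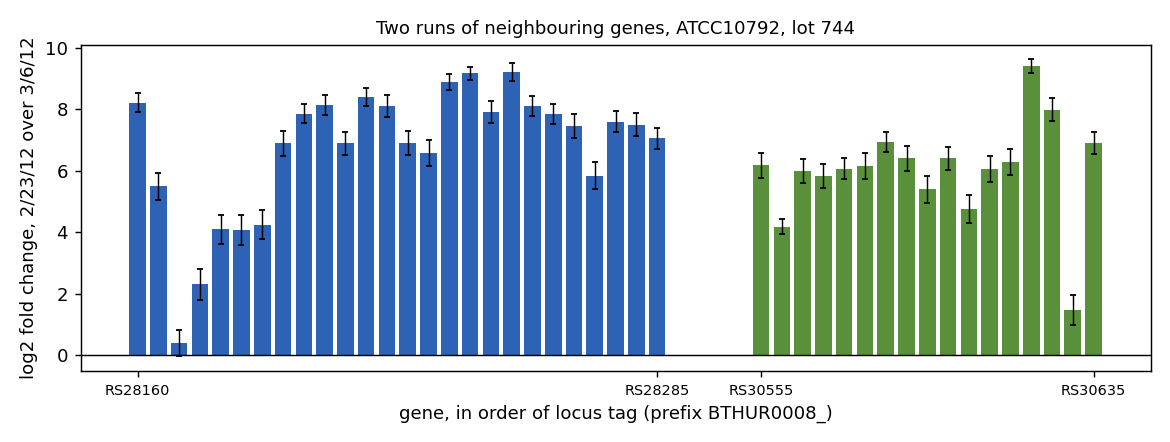
Log2 fold change of 2/23/12 over 3/6/12 (y) with its standard error, from the authors' deposited table, for the 26 genes from BTHUR0008_RS28160 to BTHUR0008_RS28285 (blue) and the 17 from BTHUR0008_RS30555 to BTHUR0008_RS30635 (green), in order of locus tag (x). The median over the 43 genes is 6.89.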

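In lot 443, toxins and secreted virulence factors, the proteins that damage host cells and tissue, were lower on 3/13/12 than on 3/15/12. The cultures of 3/15/12 were also denser (mean OD600 0.390 and 0.482), so date and culture density cannot be told apart in these values. Of 31 such genes 15 were lower and 1 higher, with the same counts adjusted over the list alone (median log2 fold change -0.78, camera adjusted p = 5.62e-16; adjusted p = 0.041 with an estimated correlation). Phospholipase C, BTHUR0008_RS03385, had 2311 ± 537 normalized counts on 3/13/12 and 19510.3 ± 5177 on 3/15/12 (SD, n = 4), a log2 fold change of -3.07 (standard error 0.23, adjusted p = 4.38e-05 from limma). Cytotoxin BTHUR0008_RS05200 had 7148 ± 1325 and 34256 ± 10978 (SD, n = 4), and its log2 fold change was -2.23 (adjusted p = 5.63e-04 from limma). Of 59 ribosomal protein genes 3 were higher and 1 lower, with a median of 0.60 (camera adjusted p = 7.89e-11; adjusted p = 0.251 with an estimated correlation). Of 16 chaperone genes 3 were lower, among them GroES, BTHUR0008_RS01265, at -1.33 in the authors' deposited table (camera adjusted p = 0.00986; adjusted p = 0.484 with an estimated correlation). Of 58 flagella and chemotaxis genes 5 were lower (camera adjusted p = 0.00839; adjusted p = 0.646 with an estimated correlation), and of 138 sporulation and germination genes 5 were higher (camera adjusted p = 0.0352; adjusted p = 0.251 with an estimated correlation). In the ribosomal, chaperone, flagella and sporulation lists the counts were the same adjusted over the list alone. One culture of 3/13/12, replicate 11A, had 13423 normalized counts of the xanthine permease BTHUR0008_RS07390, and its 3 replicates 195 to 399. The purine enzyme BTHUR0008_RS01390 had -2.23 (adjusted p = 0.0922 from limma) with 11A and -3.45 (adjusted p = 1.63e-04) without it. Limma called 138 genes (59 higher and 79 lower) between these dates, 94 without 9A or without 10A and 167 without 11A; scaled to the study's read totals, which moved the median gene by -0.27, it called 31 higher and 130 lower.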

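Between the CT43 dates, the authors' deposited tables called 304 genes in lot 744 (233 higher on 2/22/12 and 71 lower) and 17 in lot 443 (16 higher on 3/13/12 and 1 lower). In lot 744 CT43_RS18485 had a log2 fold change of 5.19 (standard error 0.26) and CT43_RS24130 of -2.39 in the authors' deposited table. In lot 443 CT43_RS01815 stood at 1.59 and CT43_RS16935 at 1.56 in the authors' deposited table. The files pair no product names with these identifiers. From the counts, limma called 146 of 1713 genes tested between the dates of lot 744 (110 higher and 36 lower). The authors' deposited table called 128 of the 1999 genes with counts, and 125 were called in both. In lot 443 limma with voom weights called 0 of 1454 genes tested, where the authors' deposited table called 4 of the 1999. In that limma fit 201 genes had an unadjusted p under 0.05, and the lowest adjusted p was 0.152. Limma-trend also called 0 (197 unadjusted), and scaling to the study's read totals, which moved the median gene by 0.37, gave 16, or 0 without 15A, whose totals of trimmed, mapped and unique reads are equal in the supplement. Without 12A the count was 7.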

Similar results were obtained for strain CT43 when differential gene expression analysis was conducted for the culturing date effect within a particular medium lot (Data Sheet 6).

### Real time-quantitative PCR validation (RT-qPCR)

Six genes exhibiting a broad range of strain ATCC10792 expression differences for both medium lot and date effect comparisons were selected for confirmation by RT-qPCR. 

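The RNA-seq values behind this comparison run from strong rises to strong falls. For the lots, the iron transporter genes BTHUR0008_RS17455, BTHUR0008_RS20850 and BTHUR0008_RS17460 stood at 3.72, 3.69 and 3.41 on the log2 scale in the authors' deposited table. For the dates of lot 744, the hypothetical protein BTHUR0008_RS30620 stood at 9.39 in the authors' deposited table. It lies in the run of neighbouring genes from BTHUR0008_RS30555 to BTHUR0008_RS30635, whose transcripts were near the floor on 3/6/12. Loss and silencing of these genes cannot be told apart here. From the counts, oligo-1,6-glucosidase BTHUR0008_RS01820, which cleaves isomaltose-type sugars, had 4731 ± 1138 normalized counts on 2/23/12 and 229 ± 28.9 on 3/6/12 (SD, n = 4), a log2 fold change of 4.32 (standard error 0.17, adjusted p = 1.81e-08 from limma). No RT-qPCR measurement is in the deposited files, so its values and their correlation with these were not recomputed.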

Comparison of DESeq2 estimated expression differences with measurements determined by RT-qPCR showed that the two different data sets had correlation coefficient (*R*^2^)-values of 0.90 and 0.92 for genes chosen for medium lots and culture dates, respectively (Figure 3).

**Figure 3:**
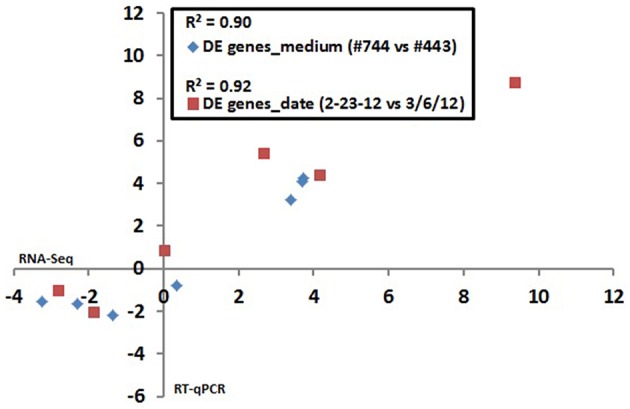
**RNA seq data validation: Correlation between RNA seq and RT qPCR results for differential gene expression in ***Bt*** strain ATCC10792 grown on different medium lots (#744–443) and dates (2/23/12–3/6/12)**. The log_2_ transformed expression ratio values from RNA seq (x-axis) and RT qPCR (y-axis) were plotted against each other and correlation coefficient (*R*^2^)-values were calculated. Seven genes plotted for medium effect: BTHUR0008_RS06920, BTHUR0008_RS03645, BTHUR0008_RS15085, BTHUR0008_RS17455, BTHUR0008_RS20850, BTHUR0008_RS17460 and BTHUR0008_RS19345. Six genes plotted for date effect in samples from medium Lot #744 (2/23/12 vs. 3/6/12): BTHUR0008_RS30620, BTHUR0008_RS19140, BTHUR0008_RS01820, BTHUR0008_RS21040, BTHUR0008_RS26070 and BTHUR0008_RS08955.

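Counts per library are held for BTHUR0008_RS06920 and BTHUR0008_RS03645 of these 7 genes. The spore maturation protein BTHUR0008_RS06920 had 19.2 ± 6.09 normalized counts in lot 744 and 53.0 ± 12.3 in lot 443 (SD, n = 8), a log2 fold change of -1.37 (standard error 0.23, adjusted p = 1.48e-04 from limma). With date means as the replicates its adjusted p was 0.0943 from limma. In every culture of lot 744 the potassium ATPase subunit BTHUR0008_RS03645 was between 61.0 and 85.5 normalized counts, below each culture of lot 443 (343 to 1438). The membrane protein BTHUR0008_RS15085 had a log2 fold change of -2.30 (adjusted p = 5.05e-09) in the authors' deposited table. The stage V sporulation protein AB, BTHUR0008_RS19345, had 0.33 (standard error 0.52) and no adjusted p in the authors' deposited table, so 6 of the 7 genes were called.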

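Counts per library are held for BTHUR0008_RS01820 and BTHUR0008_RS08955 of these 6 genes. The nitrate reductase cytochrome BTHUR0008_RS08955, which reduces nitrogen oxides when oxygen is short, had 2713 ± 1745 normalized counts on 2/23/12 and 34383 ± 16622 on 3/6/12 (SD, n = 4), a log2 fold change of -3.71 (standard error 0.55, adjusted p = 9.49e-04 from limma). In the authors' deposited table the sugar ABC transporter gene BTHUR0008_RS19140 stood at 2.68 and superoxide dismutase BTHUR0008_RS26070, which removes superoxide, at -1.84. The deacylase BTHUR0008_RS21040 had 0.03 (adjusted p = 0.933) in the authors' deposited table and was not called.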

### Effect of reduced number of replicates and reads on differential gene expression detection

In order to investigate the number of reads and replicates required to detect differentially expressed genes with confidence, the number of reads as well as replicates were varied, and the subsequent outcome on differential gene detection was determined. 

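For these comparisons the 4 cultures of 2/23/12 (1A to 4A, lot 744) were set against the 4 of 3/13/12 (9A to 12A, lot 443), so lot and date change together. Counts of the 1999 genes held here were taken at 100, 75, 50 and 25% of the reads from the supplement's own subsampled tables, and at 10 and 5% by random thinning of the 100% counts with a fixed seed. Each set was fitted with limma at the thresholds above, for genes with a mean normalized count of at least 10 in that set. Sets of 3 replicates used 1A, 3A, 4A against 9A, 11A, 12A, and sets of 2 used 1A, 4A against 9A, 12A, as the paper gives them. The supplement's filtered lists of 887 genes (100% of the reads) and 843 (75%) are complete and were compared gene by gene. On simulated counts with 3-fold changes, limma recovered 89% of the changed genes with 4 replicates, 82% with 3 and 58% with 2.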

Based on knowledge from the literature as well as a realistic range for number of replicates in any biological study considering time, money and sample availability, here we focused on two to four replicates.

A set of four replicates from each medium lot and any one of the two culture dates with 100% of the trimmed reads (~12–58 M) was analyzed (Table 4). 

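The paper's list with 4 replicates shared 522 of its 887 genes with the 735 called from all 16 libraries, all in the same direction, and all 36 iron genes of Table 2 are in both. Of the 365 genes in the 4-replicate list alone, 98 (26.8%) were also called between the dates of a lot; of the 522 shared genes 95 (18.2%) were. These lists come from the same cultures, so the shares were not tested against each other. The 213 genes called from 16 libraries alone had 65 (30.5%). Of the 7 medium genes of Fig. 3, 6 are in the list. From the counts, the potassium ATPase subunit BTHUR0008_RS03645 fell by 2.44 on the log2 scale in lot 744. Limma called 277 of 1645 genes with 4 replicates (125 higher and 152 lower in lot 744), the paper's sheet 284 of the same 1999 genes, and 253 were called in both. The study's read totals turned this balance, to 200 higher and 97 lower of 297.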

A total of 887 genes were detected as significantly differentially expressed upon analyzing the differential gene expression between medium lots for ATCC10792 at thresholds of two-fold differential gene expression and FDR ≤ 0.05. Analyses that included sets of three and two replicates led to the detection of 885 and 720 differentially expressed genes, respectively (Table 4). 

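From the counts, limma called 294 genes with 3 replicates (132 higher and 162 lower in lot 744) and 264 with 2 (111 and 153). With the study's read totals the balance turned here too, to 239 higher and 94 lower with 3 replicates and 198 and 100 with 2. The potassium ATPase subunit BTHUR0008_RS03645 had a log2 fold change of -2.44 with 4 replicates, -2.52 with 3 and -2.49 with 2 and was called in each. Which cultures were kept mattered: the 15 other choices of 3 gave 243 to 293 genes, and the 35 other choices of 2 gave 88 to 284. The fewest calls came from 2A and 3A against 9A and 11A.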

The significantly differentially expressed genes with three replicates had 743 and two replicates had 607 genes common with the results from the four replicates analysis (Figure 4A). 

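Of the 277 genes that limma called with 4 replicates, 253 were called again with 3 and 219 with 2. The membrane protein BTHUR0008_RS07395 was called with 4 replicates (log2 fold change 1.03, standard error 0.13) and with 2 (1.07), and not with 3 (0.99). The iron substrate-binding protein BTHUR0008_RS01680 had log2 fold changes of 3.21, 3.20 and 3.15 with 4, 3 and 2 replicates. There were 41 genes called with 3 replicates and 45 with 2 that were not called with 4.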

In order to examine how fewer biological replicate numbers affected differential gene expression results for an experiment containing a modest number of reads, the 25% read dataset was selected for further analysis. The 25% read dataset was created by randomly removing 75% of the total reads that had been filtered and trimmed for quality (100%; ~12–58 M reads). 

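At 25% of the reads limma called 227 genes with 4 replicates (113 higher and 114 lower in lot 744), 239 with 3 and 212 with 2, of 1297 to 1351 genes tested. The potassium ATPase subunit BTHUR0008_RS03645 had log2 fold changes of -2.50, -2.68 and -2.53 with 4, 3 and 2 replicates. The genes tested fell from 1645 with all reads to 1297 with 4 replicates, since fewer genes reach a mean normalized count of 10. With 2 replicates per lot the 35 other choices of cultures gave 35 to 232 genes, and with 3 the 15 other choices gave 174 to 245. Scaled to the study's read totals, the 4-replicate count was 246 (163 higher and 83 lower).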

The sets of replicates and their reduced (25%) read coverages were: 1A, 2A, 3A, 4A (~3–13 M) vs. 9A, 10A, 11A, 12A (~3–6 M) for analysis with all four replicates; 1A, 3A, 4A (~7–13 M) vs. 9A, 11A, 12A (~5–6 M) for three replicates and 1A, 4A (~7–13 M) vs. 9A, 12A (~5–6 M) two replicates, which gave 696, 689, and 501 significantly differentially expressed genes, respectively (Table 4). There were 591 genes detected with three replicates and 413 genes detected with two replicates that were in common with the set of four replicates when the 25% subset of reads was analyzed for all (Figure 4B). 

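Of the 227 genes that limma called with 4 replicates at 25% of the reads, 201 were called with 3 and 174 with 2. Of the 26 lost with 3 replicates, 10 fell below 2-fold, 12 missed the adjusted p and 4 missed both. Of the 53 lost with 2, 3 fell below 2-fold, 33 missed the adjusted p and 17 missed both. The iron transport genes BTHUR0008_RS01670 and BTHUR0008_RS01680 were called with 4, 3 and 2 replicates.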

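Of the genes Fig. 3 names for the medium effect, BTHUR0008_RS03645 reached 10 normalized counts at 25% of the reads; its standard error was 0.25, 0.25 and 0.32 with 4, 3 and 2 replicates. The largest adjusted p of the 3 fits was 0.00296 from limma. The spore maturation protein BTHUR0008_RS06920 did not reach the minimum of 10 normalized counts at 25% of the reads.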

Four out of the seven RT-qPCR validated genes (BTHUR0008_RS03645, BTHUR0008_RS17455, BTHUR0008_RS20850, and BTHUR0008_RS17460) were among the genes considered significant for all conditions in 25% read dataset analysis. Moreover, the same four genes were also considered significant for analyses that included four, three, and two replicates with 100% of the available reads; as well as for analyses that contained 5–100% reads and compared four replicates (Figures 4, 5).

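As reads were reduced, BTHUR0008_RS03645 kept its call down to 10% of the reads, at a log2 fold change of -2.70 there, and fell under the minimum of 10 normalized counts at 5%. The iron transport genes BTHUR0008_RS17455, BTHUR0008_RS20850 and BTHUR0008_RS17460 have no counts here; all are in the supplement's complete lists at 100% and 75% of the reads. These lists share 803 genes, of 887 and 843.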

**Table 4:** **Effect of decreasing number of replicates on significantly differentially expressed genes while maintaining 100 and 25% of the reads**.

Number of replicates (ATCC10792)^*^	**Differentially expressed genes (FDR 5%, two-fold)**		**Genes commonly detected with all four reps**	
	**100%Reads**	**25%Reads**	**100%Reads**	**25%Reads**
4 (1A, 2A, 3A, 4A)/(9A, 10A, 11A, 12A)	887	696	100% (887)	100% (696)
3 (1A, 3A, 4A)/(9A, 11A, 12A)	885	689	83.5% (741)	84.9% (591)
2 (1A, 4A)/(9A,12A)	720	501	68.4% (607)	59.3% (413)

* *All combinations of available replicates were tested. Results for replicates with most similar read numbers are shown*.

**Figure 4:**
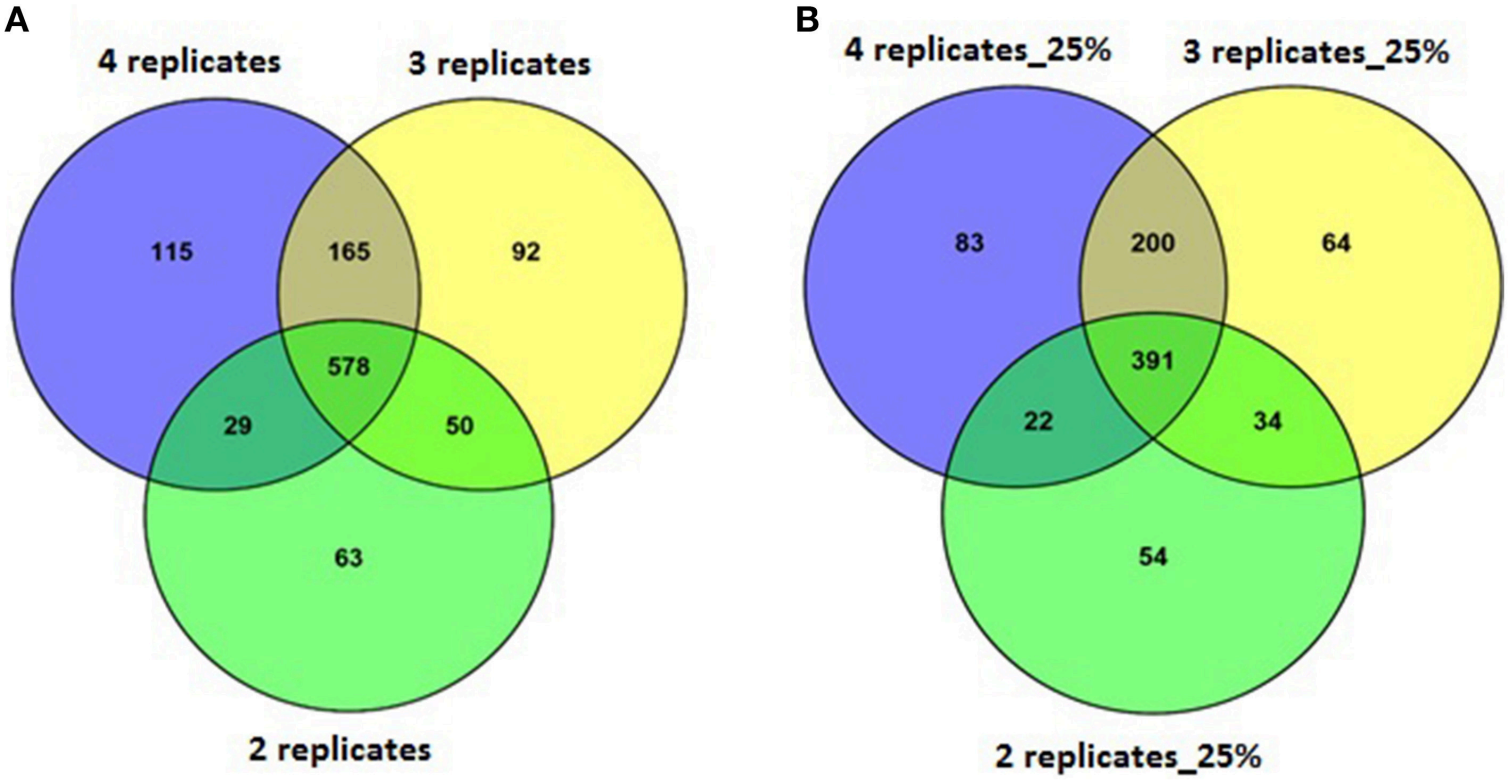
**Venn analysis of DE genes detected with varying replicate numbers. (A)** Venn diagram depicting the effect of 2–4 replicates while maintaining 100% of the reads, on significantly differentially expressed genes and the genes commonly detected within sets of varying replicates for strain ATCC10792. **(B)** Venn diagram for differentially expressed genes detected with 25% reads (~5–10 M) and 2–4 replicates for strain ATCC10792.

**Figure 5:**
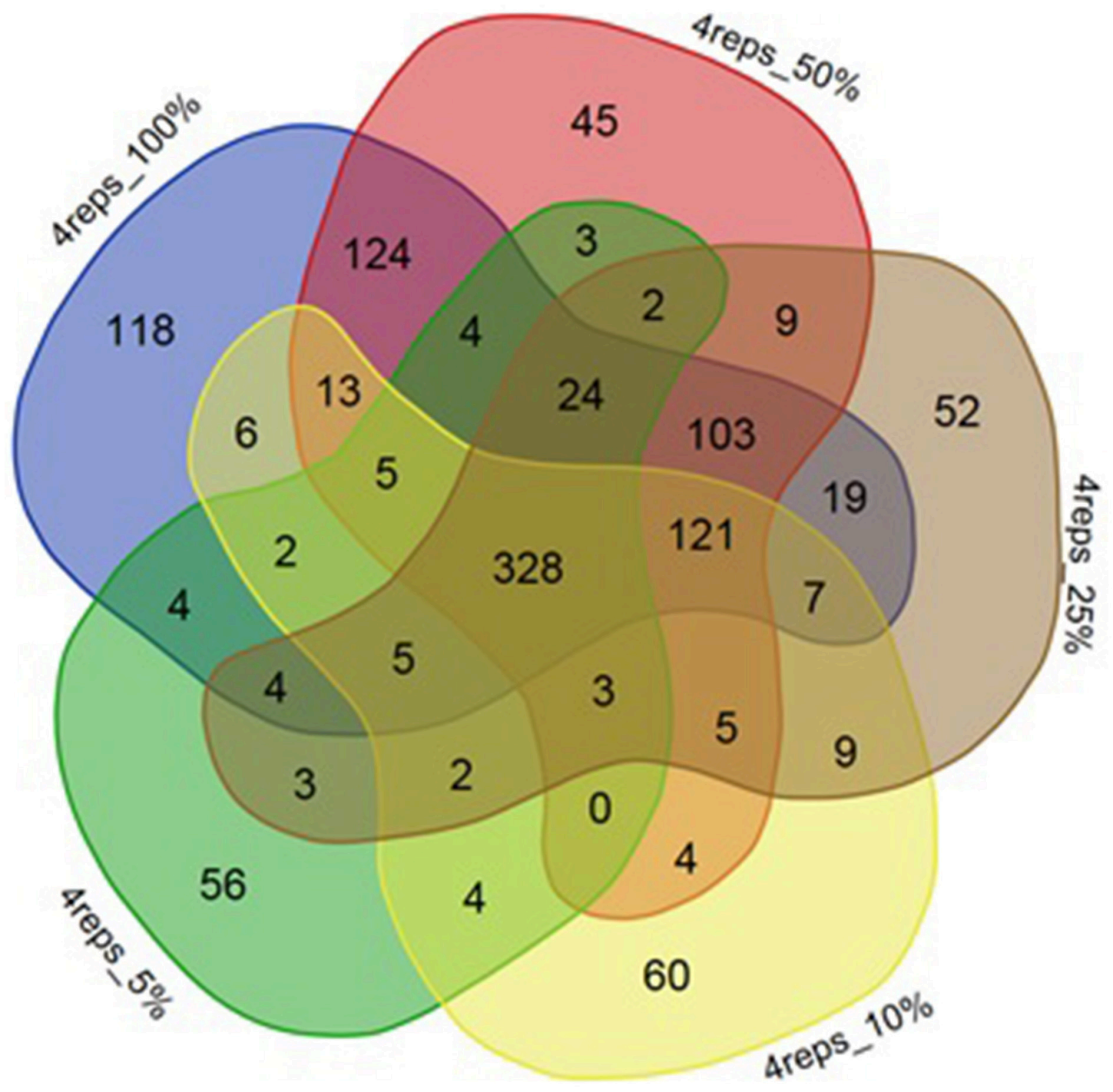
**Venn diagram depicting effect of reducing number of reads on DE gene numbers**. The effect of decreasing of read numbers on significantly differentially expressed genes and the number of genes commonly detected within sets of 100, 50, 25, 10, 5% reads for strain ATCC10792.

Selection of an appropriate sequencing depth or genome coverage is a concern in the field, which impacts sensitivity, detection of weakly expressed genes as well as considerations such as cost and replicate numbers (Fang and Cui, 2011; Liu et al., 2014; Williams et al., 2014). The outcome of reducing read numbers on the detection of differentially expressed genes was examined in this study. The initial quality trimmed and filtered reads for strain ATCC10792 (~12–58 M/sample, Supplementary File 1) are referred to as 100% of the reads, which were randomly subsampled to generate input files with 75, 50, 25, 10, and 5% (Supplementary File 7) of the total available reads for a four replicate differential gene expression analysis of cells grown in different media lots. A trend of fewer genes being considered as differentially expressed was observed as fewer reads were incorporated into the analysis (Table 5) and there was a core of 328 DE genes regardless of differing read levels (Figure 5).

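With 4 replicates limma called 277, 269, 255, 227, 158 and 137 genes between the lots at 100, 75, 50, 25, 10 and 5% of the reads. A core of 94 genes was called at every level, 33.9% of the 277. It includes the iron transport genes BTHUR0008_RS01670, BTHUR0008_RS01680 and BTHUR0008_RS02835. Of the 170 genes lost at 5%, 154 no longer reached the minimum of 10 normalized counts and were not tested. The genes kept at 5% had a median of 900.3 normalized counts with all reads and the lost ones 57.5. With no filter on low counts 199 genes were called at 5%, and 142 of the 301 called with all reads were still lost. Of these 66 missed the adjusted p and 69 missed both thresholds. The core was then 132 genes, 43.9% of the 301, so the core and the way genes were lost depend on the minimum. Without the fold threshold the counts were 682, 660, 635, 538, 396 and 304, with a core of 267. The 10 and 5% levels are one random thinning; 10 draws gave 157 to 167 and 125 to 135 genes.

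**Figure D3:**
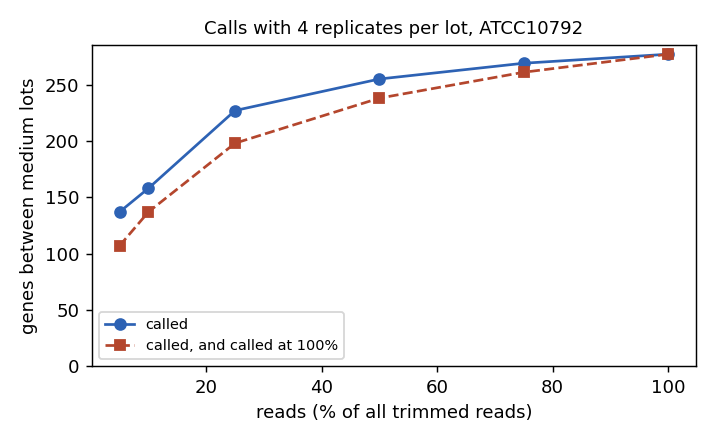
Genes called by limma between lot 744 and lot 443 (y) at each share of the trimmed reads (x, %), with 4 cultures per lot. Circles are all calls, from 137 at 5% to 277 at 100%, and squares the calls also made at 100%, from 107 to 277.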

**Table 5:** **Effect of decreasing number of reads on significantly differentially expressed genes while maintaining all four replicates**.

**Number of reads (ATCC10792) (%)**	**Differentially expressed genes (FDR 5%, two-fold)**	**Genes commonly detected with 100% reads**
100	887	100% (887)
75	843	95% (803)
50	793	89.4% (722)
25	696	78.5% (611)
10	574	64.7% (487)
5	449	50.6% (376)

Along with the genes that were commonly detected as significantly differentially expressed between datasets of varying number of biological replicates and/or numbers of reads, the genes that were exclusively detected within each of these datasets was also important. Between datasets of four and three replicates using 100% of the reads, 144 genes were exclusively detected as differentially expressed within the four replicates dataset (Figure 4A). 

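From the counts, 24 of the 277 genes called with 4 replicates were not called with 3. Of these 9 fell below 2-fold, 11 missed the adjusted p of 0.05 and 4 missed both. None dropped below the minimum of 10 normalized counts, which could hardly occur. Without the shallow libraries 2A and 10A normalized counts rose, and 1697 genes were tested in place of 1645. This fixed minimum also differs from the independent filtering of DESeq2. The membrane protein BTHUR0008_RS07395 is 1 of the 9.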

When these 144 genes were examined in the dataset consisting of three replicates, it was found that ~60% (87 of 144 genes) were not detected in the differentially expressed gene list as they fell below the two-fold expression threshold. Approximately 24% (34 of 144 genes) dropped below the FDR threshold due to minor deviations from the set limits. For example, one of the genes “BTHUR0008_RS07395” had a difference of 0.04 between the log 2-fold values from four and three replicates and thus fell below the fold-change cut-off with a difference of 0.02; yet another gene “BTHUR0008_RS29930” had an adjusted *p*-value difference of –0.04 between values from four and three replicates and dropped out at the FDR set threshold with a difference of 0.01. 

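From the counts, BTHUR0008_RS07395 had a log2 fold change of 1.03 (standard error 0.13, adjusted p = 1.72e-04 from limma) with 4 replicates and 0.99 (adjusted p = 0.00178) with 3. In the paper's 4-replicate sheet its value is 1.00 (adjusted p = 5.54e-10). With all 16 libraries it was 0.79 (adjusted p = 0.0146) and not called, and between the dates of lot 744 it was 1.04. At 25 and 10% of the reads it stood at 0.99 and 0.97, under 2-fold, and at 5% at 1.12. The oxidoreductase BTHUR0008_RS29930 has no counts here; the paper's 4-replicate sheet gives it 1.40 (adjusted p = 0.0198).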

The remaining 16% (23 of 144 genes) did not show up in the differentially expressed genes as their *p*-adjusted values were set to “NA” by automatic independent filtering based on low mean normalized counts in DESeq2. Similarly, for datasets of four and two replicates (Figure 4A), out of the 280 genes that were exclusively detected as differentially expressed with four replicates, almost half (139/280) of the genes fell below the two-fold threshold, ~11% (32/280) dropped below FDR cut-off and ~40% (109/280) were left out due to independent filtering in DESeq2. Those genes that were exclusive to sets of two and three replicates but were not detected as differentially expressed with four replicates (Figure 4A), were also seen to be left out because of the same reasons as mentioned above, which led to their not meeting the significant differential expression criteria. 

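From the counts, 58 of the 277 genes called with 4 replicates were not called with 2. Of these 11 fell below 2-fold, 36 missed the adjusted p and 11 missed both. Iron transport genes BTHUR0008_RS02820, BTHUR0008_RS02825 and BTHUR0008_RS02835 had log2 fold changes of 1.28, 1.12 and 1.03 with 2 replicates, and each was called. The spore maturation protein BTHUR0008_RS06920 had -1.66 with 4 and with 3 replicates and -1.34 (adjusted p = 0.0827 from limma) with 2, where it was not called. No gene was lost to the minimum of 10 normalized counts, which again could hardly occur, since 1701 genes were tested in place of 1645. This fixed minimum is not the independent filtering of DESeq2.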

A similar trend was also observed for the genes exclusively detected to datasets of four, three and two replicates with 25% of the reads (Figure 4B) as well as for such genes between datasets maintaining all four replicates but reads varying from 5 to 100% (Figure 5).

## Discussion

In this study, we analyzed large transcriptomic datasets from *B. thuringiensis* ATCC10792 and CT43 using negative binomial distribution in DESeq2 for the assessment of differential gene expression. Analysis was performed in different combinations of the data sets to better understand the major challenges of experimental design, variation, required number of replicates and adequate sequencing depth associated with RNA-seq data analysis. Based on our results, as well as previously reported comparisons, we outline important considerations and provide design recommendations for cost-effective RNA-seq results with sufficient statistical power. Improving NGS technologies and instrumentation has led to reproducible results with little technical variation (Marioni et al., 2008) and the preference of the field has shifted toward biological replicates over technical replicates just as array based transcriptomics evolved earlier (Fang and Cui, 2011). Biological replication is important as without estimating the variability within a group it is not possible to estimate true differences between the groups under observation and conclusions from such results cannot be generalized (Auer and Doerge, 2010; Robasky et al., 2014). In transcriptomic studies one aims for an adequate trade-off between the number of replicates as well as reads such that it is cost-effective and provides sufficient statistical confidence for interpretation (Fang and Cui, 2011; Liu et al., 2014; Todd et al., 2016).

### Recommended number of replicates and reads

Higher numbers of biological replicates provide a better representation of biological variance across samples for transcriptomic analysis (Churchill, 2002; Yang and Speed, 2002; Fang and Cui, 2011). It also reduces chances of any “bad replicates” skewing results or adding unwanted variation (Gierlinski et al., 2015). However, it is not practical nor is it always possible to have very large number of replicates for each condition in biological studies due to time, sample availability and cost constraints and the addition of replicates beyond a certain level has diminishing returns and will depend on the nature of the study's goal (Liu et al., 2014). Our results are similar to previous studies that show a greater proportional increase in the number of differentially expressed genes when moving from two to three replicates compared to from three to four. Similar trends of decreasing DE genes were observed when replicates and reads were removed from analysis. Having read numbers in the same range across samples is a consideration. Similarly, higher genome coverages with large number of reads have also been shown to result in higher DE gene detections but within limits (Haas et al., 2012). It has been reported that with reads below 5 M a considerable drop in DE gene numbers is observed, but increasing reads beyond 10 M results in only slight increments in detection and adding replicates at this point has a much higher effect instead (Haas et al., 2012; Liu et al., 2014). Our analyses with sets of randomly sampled 5–75% of the total available reads while maintaining four replicates depicted a similar trend in consensus with previous findings. In addition, here we performed a combined analysis with reduced reads (25% subset) and reducing replicate numbers (Marguerat and Bahler, 2010; Martin and Wang, 2011; Williams et al., 2014). The results depicted that the set of three replicates and 25% reads (~7.5–13 M) detected a similar number of DE genes as four replicates and 25% reads with most of the genes commonly detected between the two sets. Moreover, the number of DE genes detected with three and four replicates with 100% reads was not much greater than when 25% reads with the most similar numbers were used. Thus, based on all the above it is recommended that designing an experiment with as low as three good replicates (high correlation coefficients, indicating reproducibility across samples) and at least 5–10 million reads per sample would be the most efficient and cost effective design for a microbial transcriptomics study.

It is not just the “number” of DE genes detected with increasing number of replicates and reads, but also whether the genes detected with a set of fewer replicates and/or reads forms a subset of the genes detected with the set of higher number of replicates and reads or if they are “newly” identified genes. We performed an overlap assessment for the DE genes detected from all combinations of analysis to look at core as well as exclusive subsets of genes and used RT-qPCR for validating a representative few. The major reasons for exclusively detected genes were related to FDR and *p*-value cut-offs and filtering out of the lowly expressed genes via the independent filtering in DESeq2. Genes with expression and *p*-values very close to the cut-off range moved above and below the limits with changes in the numbers of reads and replicates. Due to these reasons such genes varied between data subsets and were therefore not found among the commonly detected core genes. Thus, by applying well considered cut-offs tailored to the aim of the study as well as the expected gene expression profile one can potentially avoid missing out on genes relevant to the analyses. This signifies the importance of choosing appropriate threshold limits set for each study and examining the broader context of expression changes by considering pathway and operons as two examples. Deeper sequencing coverage (more replicates and reads) may still be required for studies that are more discovery-based than hypothesis-driven (Yang et al., 2012; Wilson et al., 2013). A higher coverage may also be desirable to deal with sequencing errors and polymorphisms larger than single base differences (Wang et al., 2009; Williams et al., 2014) or to detect a rare transcript or variant or lowly expressed genes.

### Differentially expressed genes and experimental design considerations

The majority of typical laboratory experiments would control for much of the variation identified in this study by using media prepared from all the same stock, by using defined media, and/or by randomizing treatment/control samples if they had to be cultured on different dates. However, there may be circumstances such as long term continuous growth studies where rich media cannot be prepared from the same lot or batch, in which case being able to build such variables into statistical, or other, tests is an important consideration. RNA-seq analysis identified significantly differentially expressed genes based on medium lot and culture date differences, two major variation sources in the dataset. The highly differentially expressed iron acquisition and metabolism genes, were a likely consequence of differing amounts of iron in the two media lots. Indeed, in this study RNA-seq was a tool for predictive biology since we hypothesized and confirmed the two LB medium lots had different iron contents. The large (~two-fold) difference in measured iron contents was surprising and may be of broader interest to the research communities that use this media. Our results are in agreement with earlier studies showing the importance of culture medium choices in transcriptomics (Blair et al., 2013). In this study, other experimental factors beyond the type of media used were shown to be important.

### Significance of the available data set

This dataset has relevance to researchers interested in *Bacillus* biology. The genus *Bacillus* contains representatives such *B. thuringiensis* (e.g., BMB171, Bt407)*, Bacillus subtilis* (e.g., *BSn5*), *Bacillus anthracis* (e.g., Ames), and others (Aronson et al., 1986; Alam et al., 2011; Bishop and Robinson, 2014) that occupy diverse ecological niches and have important biotechnological roles. Moreover, this is a rich dataset with four biological replicates and high genome coverage (85–465X), which may interest researchers in testing, developing, and evaluating bioinformatics software for RNA-seq analyses in future for example in testing/developing normalization algorithms and mapping tools etc. (Peixoto et al., 2015; Seyednasrollah et al., 2015; Medina et al., 2016). This data set could also be utilized toward generating and testing new globally acceptable RNA-seq analysis pipelines such as the recently developed “PANDORA” (Moulos and Hatzis, 2015), which could then permit further comparisons and developments and improving existing RNA-seq analysis pipelines.

In conclusion this study outlines the significance of a well-controlled experimental design, choice of threshold parameters, adequate number of reads and replicates toward an efficient and cost effective transcriptomics study. Moreover, the depth and complexity of this RNA-seq data will be useful to others for a range of studies such as for insights into *Bacillus* physiology and for further developments in the field of bioinformatics for microbial transcriptomics.

## Author contributions

LH, DP, and SB planned and initiated the study. TL grew the cultures and harvested samples for transcriptomics. DK generated RNA-seq data and assisted with RT-qPCR experiments. PM generated and analyzed RT-qPCR data. TM conducted elemental analyses. PM, CW, LH, and SB analyzed the data and wrote the manuscript. All authors edited the manuscript and approved the final manuscript.

## Funding

This work is sponsored by the Laboratory Directed Research and Development Program of Oak Ridge National Laboratory and used laboratories supported by the BioEnergy Science Center (BESC). BESC is a US Department of Energy Bioenergy Research Center supported by the Office of Biological and Environmental Research in the DOE Office of Science. This manuscript has been authored by UT-Battelle, LLC under Contract no. DE-AC05-00OR22725 with the US Department of Energy. The United States Government retains and the publisher, by accepting the article for publication, acknowledges that the United States Government retains a non-exclusive, paid-up, irrevocable, world-wide license to publish or reproduce the published form of this manuscript, or allow others to do so, for United States Government purposes. The Department of Energy will provide public access to these results of federally sponsored research in accordance with the DOE Public Access Plan (http://energy.gov/downloads/doe-public-access-plan). The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

A summary is provided in Data Sheet 1.

# Supplementary material for: Replicates, Read Numbers, and Other Important Experimental Design Considerations for Microbial RNA-seq Identified Using Bacillus thuringiensis Datasets
**Source:** Front Microbiol. 2016 May 31;7:794. doi: 10.3389/fmicb.2016.00794
**Supplement:** Supplementary file 1

**Summary of Supplementary Files**

**Data Sheet 1:** Summary of supplementary files. This file.

**Data Sheet 2:** Growth data, sampling details and sequence read mapping results.

**Data Sheet 3:** DESeq2 input data files (ATCC10792 & CT43).

**Data Sheet 4:** DESeq2 result files (ATCC10792 & CT43): medium effect and CT43 DE iron genes.

**Data Sheet 5:** DESeq2 result files (ATCC10792): culture date effect.

**Data Sheet 6:** DESeq2 result files (CT43): culture date effect.

**Data Sheet 7: Supp. Table 1:** Primer sequences for RT-qPCR; **Supp. Figure 1 & 2:** Multivariate linear correlation analysis of variance within biological replicates.

**Data Sheet 8:** Replicates (2-4): Input files & results + 2-4 replicates and 25% (~7.5-13 M) read combination input and result files.

**Data Sheet 9:** Reads (5%-75%): Input files & results.

# Supplementary material for: Replicates, Read Numbers, and Other Important Experimental Design Considerations for Microbial RNA-seq Identified Using Bacillus thuringiensis Datasets
**Source:** Front Microbiol. 2016 May 31;7:794. doi: 10.3389/fmicb.2016.00794
**Supplement:** Supplementary file 7

**Data Sheet 7.**

**Supp. Table 1: List of RT-qPCR primers used for validation of RNA seq results for medium lots and culture dates.**

| **Sequence Description** | **Primer Sequence** |
| --- | --- |
| **Medium effect validation genes** |  |
| bthur0008_13460_FP | TCGTTGAGGGAGGAAAAGAA |
| bthur0008_13460_RP | CGCACCTGAAGATCGGAATA |
| bthur0008_6770_FP | AGGCGCTGTTAATACGATGC |
| bthur0008_6770_RP | CTCCAACTCCGCCATACACT |
| bthur0008_28360_FP | ACAGCTTGGTTTTTCGGAGA |
| bthur0008_28360_RP | CCCATACTCCGACATGCATAC |
| bthur0008_34530_FP | AGGGATTGCAATTGGATCAG |
| bthur0008_34530_RP | TATGCTTCCAGACACCCACA |
| bthur0008_41720_FP | GTGCTGATGTAGCGAAGCAA |
| bthur0008_41720_RP | GTGGACCTCTTCCGAACTCA |
| bthur0008_34520_FP | TACAACTGGTAGCCCGGAAG |
| bthur0008_34520_RP | GCCCCGTTATACGGATCAAT |
| bthur0008_38600_FP | TGCGGCATTAACAGAGGTGT |
| bthur0008_38600_RP | ACTTTCCCAAGCACAAGAGC |
| **Date effect validation genes** |  |
| bthur0008_61310_FP | TCATGCACAGGTGAACGTCG |
| bthur0008_61310_RP | ACGGGTAATTTCTCCAACCCC |
| bthur0008_38200_FP | CCAACGTGTTGCGTTAGGTA |
| bthur0008_38200_RP | GCATTGCAACACGGAGTTTA |
| bthur0008_3370_FP | ATAATCCGAAGCGTGATTGG |
| bthur0008_3370_RP | ATCATATTCCCATGCCGAAC |
| bthur0008_4210_FP | ACAAGTTGGCCCTGAGTACG |
| bthur0008_4210_RP | TAGACCCGCTAACCATTCCA |
| bthur0008_52220_FP | GTGGCTATGGATGGCTTGTT |
| bthur0008_52220_RP | AAGGGGATTTTCCCTTCTTG |
| bthur0008_17630_FP | TGCGATTGCAAACTTTATGG |
| bthur0008_17360_RP | CCCAAGTAACGCAAATGGAT |

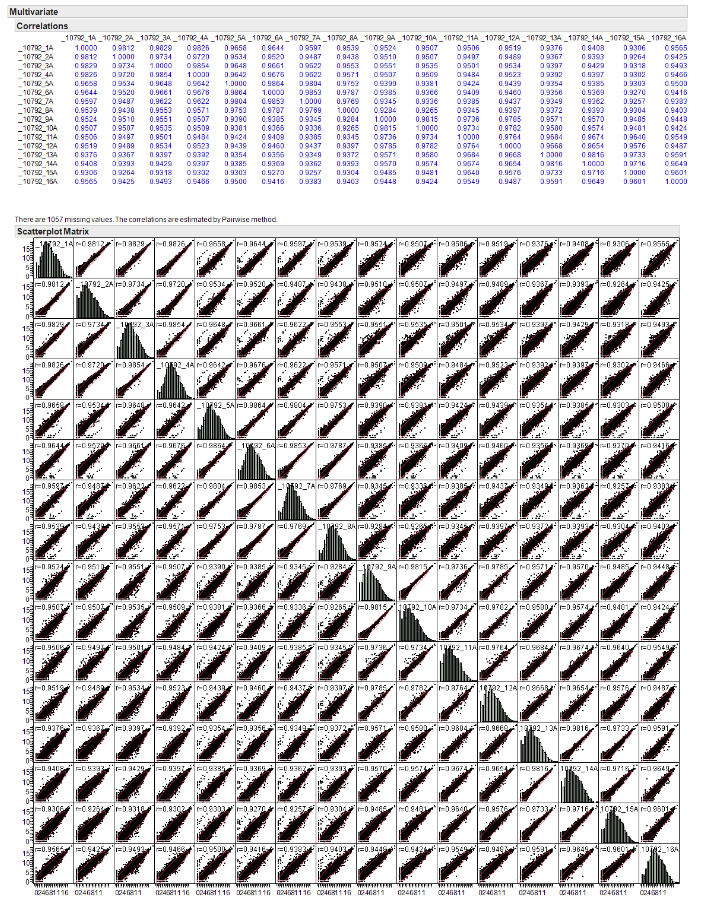

**Supp. Figure 1: Multivariate correlation analysis summarizing variation among biological replicates of strain ATCC10792.**

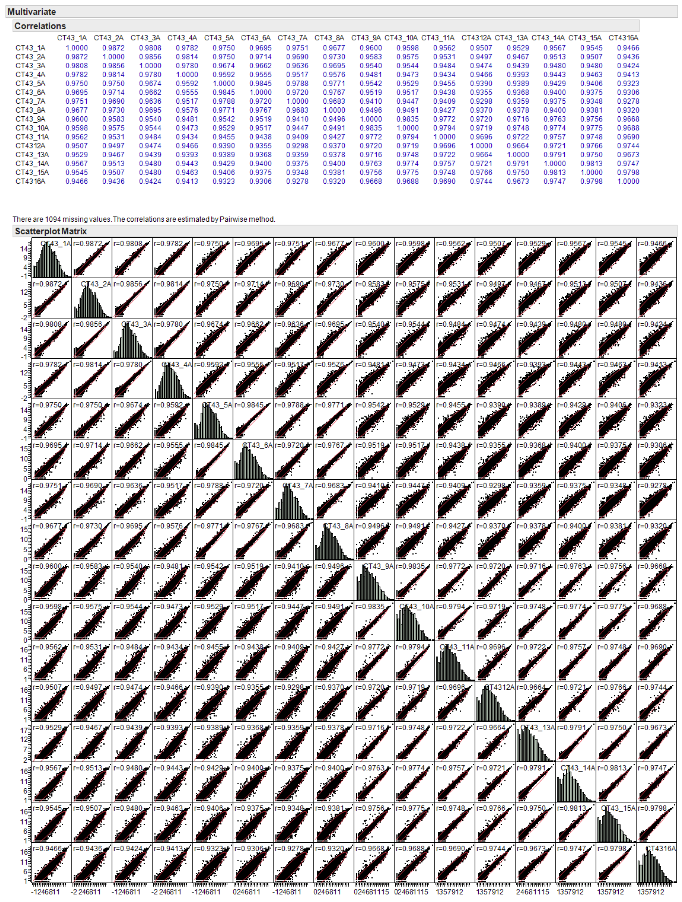

**Supp. Figure 2: Multivariate correlation analysis summarizing variation among biological replicates of strain CT43**

How the deposited data were processed for this re-analysis (not part of the article)

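RNA-seq was done on 32 cultures of Bacillus thuringiensis, 16 of strain ATCC10792 and 16 of strain CT43, each strain grown in 2 lots of LB medium on 2 dates per lot with 4 replicate cultures per date. The submitters' processing notes name CASAVA 1.8 for base calling. The paper's methods say that reads were trimmed and mapped in CLC Genomics Workbench and that uniquely mapped reads per gene were analysed in DESeq2, whose version the authors do not give. The deposited files are the authors' DESeq2 tables of 6 comparisons: baseMean, a signal that is the mean of counts normalized by the authors, the log2 fold change with its standard error, on the log2 scale, the Wald statistic, a score that the authors' fit gives per gene as deposited, the p-value and the adjusted p-value. They hold no value per library. A key that lists the libraries with their lot and date was compared with the supplement and matched for all 32.

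Counts of uniquely mapped reads per library came from the paper's supplement, as far as it is held here: the first 1999 of 6349 ATCC10792 genes and the first 1999 of 5578 CT43 genes, at 100, 75, 50 and 25% of the reads for the 8 libraries of the replicate comparisons. The 10 and 5% levels were drawn here from the counts at 100%. No set, overlap or enrichment test was run on these partial tables. The baseMean recomputed from the counts matched the authors' deposited tables at a tolerance of 1e-06 for all genes of the date comparisons, and for all but 10 (ATCC10792) and 12 (CT43) of the lot comparisons. The genes with counts hold 2931275 to 20215683 counts per ATCC10792 library and 2659696 to 19166675 per CT43 library; depth was taken from the library totals the study gives.

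Genes were called in the authors' deposited tables at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. Genes without an adjusted p in the authors' tables were not called. The counts were divided by median-of-ratios size factors, kept at a mean normalized count of at least 10, and fitted with limma with voom weights at the same thresholds, with Benjamini-Hochberg adjustment over the genes tested. Means and SDs are of normalized counts over cultures. The smallest p that 4 cultures against 4 allow in an exact permutation test is 0.0286.

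The 25 gene lists were set ahead of the analysis. The Table 2 iron genes are the locus tags of that table, which the study chose on the same cultures. The other lists were set by product name: iron acquisition, iron storage and iron-sulfur proteins, heme biosynthesis, respiratory chain, ATP synthase, TCA cycle, nitrate respiration and fermentation, arginine catabolism, ribosomal proteins, aminoacyl-tRNA synthetases, purine biosynthesis, branched-chain amino acid biosynthesis, histidine and tryptophan biosynthesis, sulfur and methionine assimilation, flagella and chemotaxis, sporulation and germination, competence, chaperones and heat shock, oxidative stress, prophage, toxins and secreted virulence factors, PTS sugar uptake, glycerol use and other metal transport. All 25 lists were tested for ATCC10792 with camera in limma on the authors' Wald statistics over all genes, with a preset correlation of 0.01 and, as an alternative, a correlation estimated from the members with counts. The CT43 tables carry no product names and an annotation was not used here, so no CT43 list was tested. The paper's sheet of CT43 iron genes lies beyond the part of the supplement held here and was not analysed.

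Genes were named by a rule: every gene the paper names, the 10 largest rises and the 10 largest falls of each ATCC10792 comparison with a baseMean of at least 50, up to 4 members of each list, and for CT43 the 2 largest each way. The values of Table 2 and Fig. 3 genes could be read in the paper beforehand. The CT43 genes with a symbol and the purine genes at replicate 11A were chosen after their values were seen. A run of neighbouring genes was at least 5 genes with a log2 fold change of at least 4, with gaps of at most 2 genes, a definition also chosen after the values were seen.

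Alternatives were the study's library totals, upper quartile size factors, size factors solved from the baseMean values, limma-trend on log2 (normalized count + 1), no filter or a minimum of 50, date means as replicates, date as a random block, leaving out each date or each replicate, and for the authors' tables an adjusted p under 0.01, adjustment over every gene, a baseMean of at least 10 and a test against a 2-fold change. Up to 100 splits of the cultures, the real one included, were fitted for each comparison. The fits were tested on simulated data with 200 changed genes; 3-fold changes were recovered for 94% of the changed genes in the ATCC10792 lots, 99% in the CT43 lots, 94% and 85.9% in the ATCC10792 dates of lots 744 and 443. The simulated libraries vary as cultures of a date do and hold no difference between dates. Recovery in the lot fits may therefore be overstated, and false calls caused by dates were not simulated. RT-qPCR and iron measurements were left out, since no deposited file holds them.

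The tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.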

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

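The tests of explanations and of other splits of the cultures given here were chosen only after the results were seen.

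In 20 of 127 groups of 4 cultures 1 culture stood apart from its replicates by Dixon's criterion; chance sets apart about 1 in 20 groups. The purine genes below were named because 11A stood apart in them, which raises the number. Replicate 11A of 3/13/12 accounts for 9 of the 20 groups, and the range of its date's other replicates follows each value in brackets. It had 3032 normalized counts of BTHUR0008_RS01375 (56.9 to 85.9), 3782 of BTHUR0008_RS01390 (127 to 163), 1073 of BTHUR0008_RS01395 (55.2 to 106), 13423 of the xanthine permease BTHUR0008_RS07390 (195 to 399) and 19183 of the guanine permease BTHUR0008_RS01235 (542 to 900.1), which serve purine synthesis and uptake. It also had 32854 of BTHUR0008_RS01365 (15086 to 16484), 9134 of the cytotoxin BTHUR0008_RS05200 (6442 to 6559) and 555 of BTHUR0008_RS01685 (413 to 431), and 0.261% of gene reads in 2 rRNA genes (0.0894 to 0.102%). Replicate 12A of the same date had 16312 of the nitrate reductase cytochrome BTHUR0008_RS08955 (415 to 2179) and 1070.1 of BTHUR0008_RS01680 (1203 to 1229). On 2/23/12 the shallowest library, 2A, had 6419 of BTHUR0008_RS01820 (3938 to 4352), 66.1 of BTHUR0008_RS01390 (98.1 to 104), 6059 of BTHUR0008_RS05200 (3017 to 3463), 91.2 of BTHUR0008_RS03655 (62.1 to 66.5) and 0.0811% in rRNA (0.0179 to 0.0270%). On the same date 1A had 82.4 of BTHUR0008_RS03645 (72.7 to 72.9) and 4A 8730.1 of BTHUR0008_RS01680 (11418 to 11841). On 3/6/12 8A had 2348 of FeoA, BTHUR0008_RS03465 (959.6 to 1043), and 5A 3329.9 of the collagenase BTHUR0008_RS02790 (4504 to 4726).

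In ATCC10792 the transcripts of 2 runs of neighbouring genes, with transposases, an integrase and a conjugation transfer protein among them, were near the floor on 3/6/12: 40 of 43 genes passed the thresholds between the dates of lot 744, with a median log2 fold change of 6.89 in the authors' deposited table. The authors' normalization is argued against, since the 5607 other tested genes had a median of 0.00669. Libraries of another strain under that date were not settled. Outside the runs 2 genes reached a log2 fold change of 4, which argues against a strain that lacks genes scattered over the genome. A close relative that lacks mainly these runs would give the same values. Loss of these genes from the 3/6/12 cultures may account for the pattern: their summed level on 3/6/12 was 0.354% of that on 2/23/12. Loss and silencing cannot be told apart, since the files hold no genome reads or counts per library for these genes, and loss on 3/6/12 has no bearing on lot 443, where 26 of the 43 were lower and 1 higher on 3/13/12 than on 3/15/12 (median -1.38); between the lots 10 were lower in lot 744, in the authors' deposited tables. A biological difference between the dates stays open and untested.

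The iron uptake genes higher in lot 744 were weighed against differences between culture dates, which were not settled as an explanation. Over the 4 pairs of a date of lot 744 and a date of lot 443 the median log2 difference of 7 genes was 2.10 to 2.62. Their largest difference between dates of a lot was 0.82. The 60 iron acquisition genes had medians of 1.30 between the lots and 0.12 and 0.10 between dates in the authors' deposited tables. But the Table 2 genes passed by ranks in camera between dates too (adjusted p = 0.00708 and 0.0472), and each lot has 2 dates. The study chose the 7 genes, and 29 of the 60, for differing between the same lots. The FeoA gene BTHUR0008_RS03465, left out as lower in lot 744, differed between dates by -1.16 and -1.13. The smaller share of reads counted in genes in lot 443 was not settled either: 16A, the lot 443 library with a share like lot 744, stood at -0.247 on the log2 scale from the other 7 libraries of its lot, where the lots differ by 2.68, but it is a single library. The water building changed with the lot and the paper does not say which libraries shared a sequencing run; the paper's Table 3 gives 0.01 ppm iron in both waters, and 0.15 ppm in the medium of lot 744 against 0.30 ppm in that of lot 443. The iron content of the medium, the explanation the paper gives, stays open here as a biological one.

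The share of trimmed reads mapped uniquely to genes was 24.5 points higher in lot 744 than in lot 443 in ATCC10792 (70.1% ± 2.86 against 45.7% ± 9.71, SD, n = 8) and 24.8 points higher in CT43 (n = 8 and 7), without a p, since the 4 dates of a strain form 3 arrangements, too few for a p under 0.05. Library size is argued against, since the CT43 libraries of 3/2/12, with 15094710 to 26873919 reads, all had at least 66.9%, and no library of lot 443 exceeded 50.2% apart from ATCC10792 16A at 68.1%. The share of 2 rRNA genes in the uniquely mapped gene reads of ATCC10792 was higher in lot 443, at 0.113% against 0.0395%. Whether more rRNA was removed by the mapping cannot be told from counted reads. What else distinguishes the lots, the medium and the water among it, was not tested. CT43 replicate 15A was left out of its share, because its trimmed, mapped and unique reads are all 23706467 (2.37065e+07) in the supplement.

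Lists with a camera call that the paper does not report on follow, with their genes past the thresholds and, in brackets, the adjusted p at an estimated correlation. Between the dates of lot 744 these were 11 genes of nitrate respiration and fermentation (0.499), 8 of purine biosynthesis (0.00793) and 10 toxins and secreted virulence factors (0.00793). Between the dates of lot 443, 16 toxins and secreted virulence factors passed (0.0410). The calls there of 4 ribosomal protein genes, 3 higher and 1 lower of 59 (0.251), 5 of 58 of flagella and chemotaxis (0.646), 5 of 138 of sporulation and germination (0.251) and 3 of 16 chaperones (0.484) end at that correlation. So does that of heme biosynthesis between the lots, with 4 genes (0.0976).

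Other splits of the same cultures were counted for each limma fit. For the ATCC10792 lots 1 of 100 splits of single libraries, the real one, gave 240, and the highest of the others 96; for the CT43 lots 336 stood against 157, in a split with 7 of the 8 libraries of lot 744 on one side. Libraries of a date correlate (0.365 in ATCC10792 and 0.229 in CT43), and whole dates form 3 arrangements (240, 71 and 4 calls in ATCC10792; 336, 2 and 3 in CT43), too few for a share under 0.05. For the ATCC10792 dates of lot 744 (101 against 0) and of lot 443 (138 against 4) no other split of 35 gave as many calls. The same held for the CT43 dates of lot 744 (146 against 0). It also held for the sets of 4 replicates at 100, 75, 50, 25, 10 and 5% of the reads (277, 269, 255, 227, 158 and 137 against 0). With single cultures as the units, 1 of 35 is a share under 0.05. Each of these comparisons sets a single date against another, so the splits cannot tell whether any other days would differ as much. The read levels use the same cultures and are not separate results. For the CT43 dates of lot 443 the real count is 0, which 35 of 35 splits reach by construction, so the splits say nothing on chance. The highest other count was 22 and the next 0, and what lies behind the 22 was not tested. With 3 replicates the 10 splits are too few for a share under 0.05 (294 against 0 at 100% of the reads, 239 against 1 at 25%).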

How the results depend on the processing

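The lot fits without ATCC10792 11A or 16A or CT43 15A, the totals without 15A, the counts without the 2 runs of genes, and the comparison of date means with the other units were chosen only after the data were seen. Counts from the authors' deposited tables stayed within 1.5 times under 21 of 27 alternatives, the exceptions being the test against a 2-fold change in each comparison (ATCC10792 lots 113, dates 115 and 45; CT43 lots 221, dates 82 and 0). Of the limma counts 145 of 167 alternatives stayed within 1.5 times. In the ATCC10792 lots date means gave 25 and a random block 156, in place of 240; without 11A the count was 238 and without 16A 272. In the CT43 lots the study's totals gave 562 and date means 159, in place of 336; a random block gave 298. Between the CT43 dates of lot 443 the study's totals gave 16 and leaving out 1 library 0 to 7, in place of 0. Without the fold threshold 4, 3 and 2 replicates gave 682, 619 and 385 genes, and at 25% of the reads 538, 489 and 295, a steeper loss than with it; the fewest calls of any choice of 2 replicates were 88, and 35 at 25%. Along the read levels without the fold threshold the counts were 660, 635, 538, 396 and 304 below 100%, with a core of 267. With an estimated correlation the adjusted p became 0.0976 for heme biosynthesis (lots), 0.499 for nitrate respiration and fermentation (dates of lot 744), and 0.251, 0.646, 0.251 and 0.484 for ribosomal proteins, flagella, sporulation and chaperones (dates of lot 443), so 1 list passed there in place of 5; ranks of the statistic gave 9 there and 11 in lot 744. Date means leave fewer samples and the test against a 2-fold change asks for more; elsewhere the cause was not tested. The study's totals moved the balance of higher and lower calls between dates of ATCC10792 from 25 and 76 to 40 and 65 in lot 744 and from 59 and 79 to 31 and 130 in lot 443, and between the CT43 lots from 160 and 176 to 515 and 47. No paired analysis was possible because the library numbers do not repeat between the groups compared. Of the named genes' fits 671 stayed on their side of the threshold, 35 became weaker and 23 stronger, and none reversed while called; of the lists' 211 stayed, 6 became weaker, 14 stronger and 3 list totals moved. Leaving out 2/23/12 or 3/15/12 ended the lot call of FeoA, BTHUR0008_RS03465, and of cytotoxin BTHUR0008_RS05200 (-1.28 and -0.55), and leaving out 3/6/12 or 3/15/12 that of BTHUR0008_RS01820 (-0.57 and -2.36). Depth limits the genes tested: 1645 at 100% of the reads reached 10 normalized counts and 816 at 5%.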

Differences from the paper's values

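No test in this part was chosen after the result was seen. The paper gives 0.07% (SD 0.05) of trimmed, mapped reads of ATCC10792 for the rRNA genes; the 4 rRNA genes held 0.149% of the summed mean normalized counts in the authors' deposited table of the lot comparison, and no alternative was set for this value. In the authors' deposited tables of the dates the same 4 genes held 0.0857% in lot 744, within the paper's error, and 0.213% in lot 443. The 2 rRNA genes with counts per library took 0.0761% ± 0.0627 (SD, n = 16) of the gene reads, within the paper's error. These are shares of uniquely mapped reads in a few rRNA genes and the paper's is a share of trimmed, mapped reads. The measures are therefore unlike, and neither a difference nor a match between them can be read as such.

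The paper's lowest correlation between replicates is 0.95, and the lowest found was 0.962 over the genes with counts here. With zeros kept as log2 (count + 1), an alternative set before the data were examined, it was 0.963 and differs too.

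The paper's highest number of raw reads per library is 30 M. The supplement's trimmed reads reach 57.6 M, and no alternative was set for this value. The paper's later text and table of trimmed reads hold libraries of this size.

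For CT43 the paper calls the results between dates similar to those of ATCC10792. The authors' deposited tables call 304 genes in lot 744 and 17 in lot 443 for CT43, where those of ATCC10792 call 403 and 458.

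The paper states the lot call of CT43 as 1086 genes and the authors' deposited table gives 1085.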

Other observations

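The fits without 11A and the counts of genes shared between dates were chosen only after the data were seen; the list tests were not.

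The 2 pairs of dates moved alike in ATCC10792 in part. Of 4642 genes tested in both, the authors' deposited tables called 344 between the dates of lot 744 and 456 between those of lot 443, and 119 in both, where 33.8 are expected by chance (Fisher's exact test, p = 4.93e-40; adjusted over 3 overlaps 1.48e-39). Of the 119, 79 moved the same way from the earlier to the later date and 40 the opposite way; without the 2 runs of neighbouring genes 78 of 92 moved the same way. Collagenase BTHUR0008_RS02790 was lower on the earlier date in both lots, by limma at -2.47 in lot 744 (771 ± 110 against 4268 ± 634 normalized counts, SD, n = 4) and -2.02 in lot 443, and enterotoxin BTHUR0008_RS08635 at -1.86 and -1.55. The sugar transporter BTHUR0008_RS23710 was higher on the earlier date in both, at 2.32 and 2.68 in the authors' deposited tables. In CT43 3 genes were called in both lots, all in opposite directions, where 1.05 are expected (Fisher's exact test, p = 0.0831). These tests take genes as independent, though neighbouring genes of a run move together. In ATCC10792 the later date of each pair also had the higher mean OD600 (0.395 and 0.419 in lot 744, 0.390 and 0.482 in lot 443). Whether culture density accounts for the shared genes was not tested. Each pair sets a single date against another, so the p-values do not measure the spread between dates.

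Purine genes show how far a single culture weighs. With 11A, limma gave the xanthine permease BTHUR0008_RS07390 a log2 fold change of -2.98 between 3/13/12 and 3/15/12 (adjusted p = 0.0813), and without it -4.40 (adjusted p = 1.88e-04), beside -4.76 between the dates of lot 744. For BTHUR0008_RS01375 the values were -1.97 (adjusted p = 0.169) and -3.39 (adjusted p = 1.39e-04), and for the guanine permease BTHUR0008_RS01235 -1.59 (adjusted p = 0.255) and -2.83 (adjusted p = 1.88e-04). The difference between the pairs of dates was not tested, and why 11A differs was not tested either.

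Between the lots, the other lists of ATCC10792 genes gave these counts of genes higher and lower in lot 744 in the authors' deposited table, none of them with a camera call. Purine biosynthesis had 0 higher and 3 lower of 17, with BTHUR0008_RS01365 at -2.30 by limma (adjusted p = 3.32e-05, or 0.0594 with date means as the replicates). The purine list passed by the ranks of the statistic (adjusted p = 0.0281). Histidine and tryptophan biosynthesis had 0 and 4 of 23 (1 and 4 adjusted over the list alone), branched-chain amino acid biosynthesis 1 and 2 of 14, and arginine catabolism 1 and 2 of 9. Toxins and secreted virulence factors had 2 and 5 of 31 (3 and 5 adjusted over the list alone), nitrate respiration and fermentation 3 and 6 of 50, sporulation and germination 4 and 5 of 138, and competence 2 and 0 of 21. ATP synthase had 2 and 0 of 17, aminoacyl-tRNA synthetases 0 and 2 of 32, chaperones and heat shock 0 and 1 of 16, and oxidative stress 0 and 1 of 25. Prophage had 2 and 3 of 31, PTS sugar uptake 3 and 1 of 21, and glycerol use 0 and 1 of 28. Apart from the lists named, counts adjusted over the list alone were equal to these.

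Between the dates of lot 744, iron acquisition had 1 gene higher and 2 lower of 60 and the Table 2 genes 1 and 1 of 36 (camera adjusted p = 0.588 and 0.0690); by the ranks of the statistic the Table 2 genes passed upward (adjusted p = 0.00708, median log2 fold change 0.27). Respiratory chain genes had 0 and 6 of 59, PTS sugar uptake 1 and 6 of 21, heme biosynthesis 0 and 2 of 16 and TCA cycle 2 and 0 of 19, without a camera call. By ranks these 4 passed downward (adjusted p = 0.0144, 0.0357, 0.00952 and 0.0144), TCA cycle with a median of -0.37 against its 2 higher genes. Ribosomal proteins (0.0144) and ATP synthase (0.0352) also passed downward by ranks and flagella and chemotaxis (0.0144) upward, without a camera call. Malate dehydrogenase BTHUR0008_RS02665 stood at 3.03 and the trehalose transporter BTHUR0008_RS01825 at 3.36 in the authors' deposited table. Between the dates of lot 443, iron acquisition had 0 and 4 of 60, with FeoB, BTHUR0008_RS03470, at -1.95 in the authors' deposited table, and FeoA, BTHUR0008_RS03465, at -1.13 by limma (adjusted p = 0.00875). The Table 2 genes, with 0 and 2 of 36, passed upward by ranks (adjusted p = 0.0472, median 0.22; camera adjusted p = 0.134). ATP synthase passed upward by ranks, and TCA cycle and iron storage and iron-sulfur proteins downward (0.0345 each), without a camera call. Other metal transport had 3 and 4 of 25 and glycerol use 3 and 0 of 28. The fructose transporter BTHUR0008_RS17560 stood at 2.39 and the nucleoside transporter NupC, BTHUR0008_RS23745, at 2.48 in the authors' deposited table.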
